# High-throughput sequencing and degradome analysis reveal neutral evolution of *Cercis gigantea* microRNAs and their targets

**DOI:** 10.1007/s00425-015-2389-y

**Published:** 2015-09-05

**Authors:** Wenna Guo, Ying Zhang, Qiang Wang, Yueping Zhan, Guanghui Zhu, Qi Yu, Liucun Zhu

**Keywords:** Degradome analysis, High-throughput sequencing, Legume, miRNA, Neutral evolution

## Abstract

**High-throughput sequencing and degradome analysis for*Cercis gigantea*identified 194 known miRNAs and 23 novel miRNAs with 61 targets. The comparison results of highly conserved miRNAs and non-conserved miRNAs implied that*C. gigantea*miRNAs were subjected to the neutral evolution**.

MicroRNAs play a key role in post-transcriptionally regulating gene expression during plant growth, development and other various biological processes. Although numerous miRNAs have been identified and documented, to date, there are no reports on *Cercis gigantea* (*C. gigantea*) miRNAs. In this study, *C. gigantea* miRNAs and their target genes were investigated by extracting RNA from young roots, tender stems, young leaves, and flower buds of *C. gigantea* to establish a small RNA and a degradome library to further sequence. This study identified 194 known miRNAs belonging to 52 miRNA families and 23 novel miRNAs. Among these, 158 miRNAs from 27 miRNA families were highly conserved and existed in a plurality of plants. In addition, 60 different targets for 30 known families and one target for novel miRNA were identified by high-throughput sequencing and degradome analysis in *C. gigantea*. The comparison results revealed that highly conserved miRNAs have higher expression levels, more family members and more targets than non-conserved miRNAs, indicating that *C. gigantea* miRNAs were subjected to the neutral evolution. Meanwhile, these conserved miRNAs were also found to be involved in auxin signal transduction, regulation of transcription, and other developmental processes, which will help further understanding regulatory mechanisms of *C. gigantea* miRNAs.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00425-015-2389-y) contains supplementary material, which is available to authorized users.

## Introduction

*Cercis gigantea* is a tree belonging to the subfamily Caesalpinioideae of the Leguminosae. This species is endemic to China, and has a wide range of growth habitat, strong adaptability, resistance against pathogens and pests, a rapid growth rate, and a long lifespan. Moreover, *Cercis* is the first branch of the Leguminosae in the taxonomy tree, allowing it to act as a bridge that connects the legumes to other plant species. Therefore, understanding the mechanism of growth and development of *C. gigantea* may provide important information for other studies on legumes.

Investigation of gene expression and its regulatory mechanism is crucial for research in plant growth and development. Meanwhile, small RNA-guided regulation plays an important role in metabolism (Nag and Jack 2010), epigenetic control of transposable elements (Lisch 2013), hormone responses (Liu and Chen 2009), and responses to variety of stresses of plants (Liu et al. 2014). Among them, microRNAs play significant roles in post-transcriptional and translational gene regulation (Bartel 2009; Li et al. 2014). miRNAs are one of the most abundant small RNAs (sRNAs) in plants and animals, with typical lengths of 18–25 nucleotides. They are a group of endogenous non-coding sRNAs that regulate gene expression mainly via repressing the translation or mediating the cleavage of target mRNA at the post-transcriptional level (Moran et al. 2014). miRNAs were first discovered in 1993 (Lee et al. 1993). To date, 30,424 mature miRNA sequences from 206 species have been identified and included in the Sanger miRNA data base (miRBase, version 20.0). Numerous studies have shown that miRNAs are involved in various processes such as metabolism, growth and development of plants as well as biotic and abiotic stress tolerance where some miRNAs were induced to express in response to pathogen exposure, salt damage, drought, and nutrition deprivation (Ding et al. 2009; Yang et al. 2014). Examples include the following: miRNAs were reported to participate in regulating maize ears development (Liu et al. 2014); overexpression of miR160a occurred in *Oryza sativa* in response to *Pyricularia oryzae* infection (Li et al. 2014); different patterns of miRNA expression were observed in roots and stems of *Oryza sativa* due to phosphorus deficiency and recovery (Secco et al. 2013), and 19 miRNAs were down-regulated and 2 miRNAs were up-regulated in *Populus tremula* due to salt damage (Ren et al. 2013). However, miRNAs remain unknown in *C. gigantea* till now. Therefore, it is necessary to investigate *C. gigantea* miRNAs and their targets.

There are plentiful methods to detect miRNA targets, including computational predictions (Cheng and Li 2008), Argonaute (AGO) protein immunoprecipitation (Beitzinger et al. 2007), RNA ligase-mediated 5′rapid amplification of cDNA ends assay (RLM 5′RACE) (Hsieh et al. 2009), and miRNA microarray analysis (Lim et al. 2005) and luciferase assay (Liu et al. 2007). However, these methods have certain limitations, such as the very high false positive and false negative predictions in the computational method and the complex procedures required for the experimental methods, which are time-consuming and unable to accurately validate a mass of miRNA targets at the same time. With the development of high-throughput sequencing technology, a new detection method has emerged for miRNA targets, known as degradome sequencing technology, which combines the advantages of high-throughput deep sequencing, bioinformatics analysis, and RACE. In this technology, deep sequencing analyses are performed on target mRNA degradation fragments cleaved by miRNA to identify the miRNA targets (German et al. 2009). At present, this method has been successfully applied to study the miRNA targets in *Arabidopsis thaliana* (Addo-Quaye et al. 2008), rice (Sun et al. 2015) and other plants (Liu et al. 2014; Zhang et al. 2014).

In this study, we extracted RNA samples from young roots, tender shoots, young leaves, and flower buds of *C. gigantea* to perform sRNA and degradome sequencing, resulting in the 194 known miRNAs and 23 novel miRNAs, as well as 61 miRNA targets of *C. gigantea*. Compared to the other plant miRNAs, *C. gigantea* miRNAs could be classified as conserved and lineage-specific miRNAs, in which the conserved miRNAs family had more members and more miRNA targets, and their targets were also conserved across species. In addition, Gene Ontology (GO) analysis revealed involvement of *C. gigantea* miRNAs in the auxin signal transduction, regulation of transcription and other growing and developmental processes, which will help further investigating biological functions and regulatory mechanisms of *C. gigantea* miRNAs.

## Materials and methods

### Plant materials and RNA extraction

The samples were collected from the young roots, tender shoots, young leaves and flower buds of wild *C. gigantea* growing in Jiangsu Province. TRIzol reagent (Invitrogen) was used to extract the total RNAs (Hafner et al. 2008). Agilent 2100 Bioanalyzer Nanochips and NanoDrop 2000 Spectrophotometer (Agilent Technologies, Santa Clara, CA, USA) were then employed to evaluate the quality and quantity of the total RNAs (Kogenaru et al. 2012). The extracted total RNAs from the four tissues were mixed in equal and used in subsequent sequencing.

### High-throughput sequencing

Total RNAs were processed for construction and sequencing of the sRNA and degradome libraries as previously described (Liu et al. 2014; Zhang et al. 2014). An Illumina next-generation sequencing system, i.e., the 1 G Genome Analyzer sequencing platform, was utilized for sRNA sequencing. An Illumina HiSeq 2000 (LC Sciences, Houston, TX, USA) was used for degradome sequencing. Sequencing data are available in Gene Expression Omnibus (GEO) under the series accession GSE66754. This accession includes the results of sRNA and degradome sequencing of *C. gigantea*.

### Small RNA sequencing and identification of known and novel miRNAs

The entire process of Illumina sRNA data analysis is shown in Fig. S1. Redundant sequences, 3′ adapter sequences, sequences with lengths shorter than 17 nt and longer than 27 nt sRNA, and sRNA sequences that included junk reads were removed from raw data to obtain unique clean reads for identification of *C. gigantea* miRNAs. Redundant sequences here refer to 100 % sequence identity compared to other sequences. We first calculated the counts of redundant sequences, then ordered the sequences by the counts, and finally saved the name of sequences with their order and copy number. And the “junk reads” were defined as the reads that included more than one unknown bases, or seven bases A, or seven bases T, or eight bases C, or six bases G, or reads including more than nine dimer, or five trimer, or four tetramer.

The miRBase includes 6843 miRNAs from 72 plant species. To identify the known miRNAs (miRNAs which have been identified in other species) from *C. gigantea*, unique clean reads were used to query the miRBase (−r 5, −W 4, E-value <1) that fulfilled any of the following criteria: (a) perfect match with the miRNA sequence or its reverse complementary sequence; (b) exact match with the miRNA seed sequence, with an identity ≥95 %, length matching ≥90 % of the read, and read abundance ≥5; (c) not exactly matching the sequence, with a similarity ≥95 %, length matching ≥90 % of the read, and read abundance ≥10.

To find the novel *C. gigantea* miRNAs, the previous transcriptome sequencing data were re-assembled and the length of 70–200-bp transcripts was used as the candidates of the pre-miRNAs. To make sure the novel miRNA would be more authentic, we applied rigorous criteria to these sequences to eliminate spurious miRNAs as much as possible. The unique clean reads with high abundance (>5) were first located on the transcripts using BLASTN program (E-value <1). The RNA secondary structure prediction software (RNAFold) was then employed to determine whether the transcripts with an exact sRNA match had a stem-loop structure (Dutta et al. 2014). Their minimum free energy (MFE) and adjust minimal folding free energy (AMFE) were also measured. The novel miRNA candidate was determined when the stem-loop structure with miRNA candidate located in the arm was required, adjust minimum free energy was less than −15 kcal/mol, and mismatches between miRNA and the complementary strands of functional mature miRNAs, miRNA* were no more than 4. Finally, Rfam online database (Burge et al. 2013) was used to remove other types of sRNAs (rRNAs, scRNAs, snoRNAs, snRNAs, and tRNAs) to obtain the pre-miRNA sequence and the novel miRNA of *C. gigantea*. In addition, miRDeep-P (Yang and Li 2011; Jain et al. 2014) was applied on our data as well to access the accuracy of the above method we used to identify novel miRNAs.

### Identification of miRNA targets

The identified *C. gigantea* miRNAs were mapped to the transcript using BLASTN. Then, each miRNA and mRNA match was scored according to the following rules: Mismatch: 1 score deduction; G:U match: 0.5 score deduction; and if the above two conditions happened on the 2nd–13th positions at 5′ end of the miRNA: double the deduction score. The mRNA was identified as a candidate miRNA target if the abundance of degradome reads at the mRNA cleavage site was no less than 5; the miRNA and its target mRNA sequences were reverse complementary, and the total of the deduction scores was less than 4 (Wang et al. 2011). Meanwhile, the CleaveLand pipeline (Addo-Quaye et al. 2009) was also used to identify miRNA targets. The consistent mRNAs obtained from both methods were chosen as miRNA targets.

### Annotation

The soybean and *Arabidopsis thaliana* protein sequences as references were downloaded from the UniProt and Ensembl plant database. The sequences of *C. gigantea* miRNA targets were adopted as queries in local BLASTX searches for potential orthologs in the soybean and *Arabidopsis thaliana* protein database (E-value <1.0e-5). The functional annotation of *C. gigantea* miRNA targets was determined using DAVID online software (Huang da et al. 2009). The GO annotations of the targets were obtained from our previous study.

### Analysis of evolutionary pattern of miRNA targets

In this study, miRNA expression level represents as the copy number of corresponding unique clean reads. Nucleotide divergence between orthologs was evaluated by nucleotide divergence (Pi) with the Jukes and Cantor correction (Chen et al. 2010). Ks and Ka, which were counted based on Nei and Gojobori (Zhu et al. 2013), representing the number of synonymous substitution per synonymous site and the number of nonsynonymous substitutions per nonsynonymous site, respectively. Generally speaking, the ratio of Ka/Ks greater than 1 implied positive selection, and the ratio less than 1 suggested negative selection (Chen et al. 2010).

### Definition of conserved and non-conserved miRNAs

In this study, the miRNA families fell into four classes based on their level of conservation. In Class I, the miRNA families were present in both dicotyledons and monocotyledons, defined as the highly conserved miRNA family. If the miRNA families were just identified in dicotyledons, they were defined as the relatively conserved miRNA family belonging to Class II. It was grouped as Class III when the miRNA families were only present in legumes, which we named as the relatively non-conserved miRNA family. And in Class IV, the miRNA families only appeared in *C. gigantea*, defined as the species-specific miRNA family of *C. gigantea*. Among the four classes, miRNAs from Class I, II, III were known miRNAs, while miRNAs from Class IV were novel miRNA, miRNAs from Class I and Class IV were also known as highly conserved miRNAs and species-specific miRNAs, respectively; miRNAs from both of Class III and IV were called genus-specific miRNAs. Meanwhile, miRNAs from Class II, III and IV were defined as non-conserved miRNAs in this study.

## Results

### Overview of small RNA library sequencing

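Small RNA sequencing reads the short RNAs of a sample after adapters are joined to both of their ends, and the number of identical reads gives the copy number of each sequence. The small RNA data came from 1 library, made from 1 pool of equal amounts of RNA from 4 tissues, so there were no replicates and no difference between tissues can be read from it. The authors removed adapters, junk reads and reads outside their length limits, collapsed identical reads, and matched the rest to plant miRNAs in miRBase, or to hairpins in re-assembled transcripts for the miRNAs found only in C. gigantea. The deposited table lists 217 mature sequences with their copy numbers, which are raw counts without normalization. These counts sum to 751815 reads, of which 751333 fell on the 194 known miRNAs and the rest on the 23 species-specific miRNAs. The raw read total that the paper states for this library also includes reads that were filtered out or matched no miRNA, and the values given here use the reads counted on miRNAs. From the table, copy numbers were summed per family, lengths and bases were counted from the sequences themselves, and shares were given 95% Wilson confidence intervals. Groups of miRNAs or families were compared with exact permutation tests on ranks across miRNAs or families of the same library, which are not biological replicates. Collapsing rows with the same sequence, setting a minimum copy number of 5 or 10, and weighting by copy number were the choices that could change the numbers.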

To identify miRNAs in *C. gigantea*, the total RNA samples were extracted from young roots, tender shoots, young leaves and flower buds of *C. gigantea* for sRNA sequencing to return 5,270,698 raw reads. After data processing, a total of 1,191,483 unique clean reads were obtained with lengths ranging from 17 to 27 nt (Table 1). Figure 1 shows the length distribution of redundant clean reads and unique clean reads. The majority of the redundant sRNAs (71.2 %) were 21–24 nt in length, which is consistent with the typical size distribution of dicer-derived products and previous studies on sRNAs of soybean (Xu et al. 2013), *Arabidopsis thaliana* (Lu et al. 2008b) and grapevine (Pantaleo et al. 2010).

**Table 1:** Summary of data from *Cercis gigantea* small RNA sequencing

Type	Number of reads	Percentage (%)
Total unique reads	1,349,747	100
17–27 nt	1,191,483	88.27
Junk reads: ≥2N, ≥7A, ≥8C, ≥6G, ≥7T	7,202	0.534
Junk reads : ≥10Dimer, ≥6Trimer, ≥5Tetramer	1,022	0.076
Unique clean reads	1,183,260	87.67

**Fig. 1:**
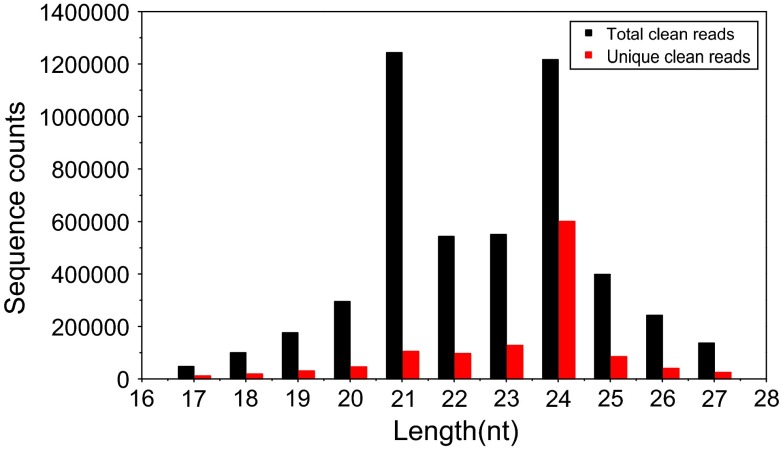
Length distribution and abundance of sRNA reads

### Identification of known miRNAs

Compared to the known miRNA of all plant species in miRBase, we identified a total of 1014 unique clean reads corresponding to 194 known miRNAs from 52 miRNA families. 

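The deposited table held 194 known miRNA rows in 52 families. These rows carried 191 distinct sequences, since 3 sequences were listed on more than 1 row. Their copy numbers had a median of 26.5 reads, and 9 known miRNAs were read only 1 time in the library (no replicates). A copy number of at least 5 was reached by 161 known miRNAs, or 83.0% (95% Wilson interval 77.1% to 87.6%), and 33 had fewer than 5 reads. The minimum that lowered the number most was a copy number of at least 10, which left 135 known miRNAs in 44 families.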

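Among the 52 known families, 24 had 1 member, 22 had between 2 and 9 members and 6 had 10 or more, with a median of 2 members per family. The miR166 family was the largest, with 20 members. The miR319 and miR396 families followed with 12 members each, and the miR156, miR159 and miR167 families had 11 each. With only miRNAs of at least 10 reads counted, 44 of the families kept a member.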

The number of miRNA family members varied greatly, as shown in Fig. 2. 

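Summed over its members, the copy number of a known family ranged from 1 read for miR5788 and miR7122 to 642440 reads for miR166, with a median of 78.5 reads (no replicates). The miR828 family, with 1 member of sequence TCTTGCTCAAATGAGTATTCCA, had 2 reads. The miR166 family took 85.5% of the reads on known miRNAs (95% Wilson interval 85.4% to 85.6%). After it came miR159 with 37669 reads, miR319 with 17646, miR482 with 14828 and miR168 with 11717, and these 5 families together held 96.4% of the reads. At the other end, 6 families had fewer than 5 reads in the library, where a difference of a few reads is within counting noise. Counting only the most abundant member lowered the share of the miR166 family most, to 75.1%. No test between families was run, because each family was measured in 1 library.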

The miRNA expressions were significantly different among various miRNA families as well, with changes in the copy number of corresponding reads ranging from 2 (miR828) to 642,182 (miR166). 

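Of the 52 known families, 28 had more than 1 member. In 21 of these the most abundant member had more than 10 times the reads of the least abundant, and in 12 it had more than 100 times, with a median ratio of 46.7 over the 28 families. In the miR159 family, with 11 members, the top row, of sequence TTTGGATTGAAGGGAGCTCTA, had 37106 reads and made up 98.5% of the family. The median member had 15 reads. The same sequence stood on 1 more row of the family, with 101 reads. The 9 members of the miR168 family ranged from 6 to 10005 reads, and the 8 members of the miR171 family only from 6 to 103. Each copy number is a count from 1 library, without replicates.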

Similarly, the expression of different miRNA family members within the same miRNA family also varied largely. 

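The copy numbers of the 20 members of the miR166 family ranged from 2 to 564107 reads, with a median of 374 (no replicates). The most abundant member, TCGGACCAGGCTTCATTCCCC, held 87.8% of the reads of the family. The next, TCTCGGACCAGGCTTCATTCC, had 61276 reads, so the top member had 9.2 times as many. Of the 20 members, 5 had fewer than 100 reads. The lowest was AATGAGGTTTGATCCAAGATC with 2 reads. With the most abundant member alone taken for the family, its share of the reads on known miRNAs fell from 85.5% to 75.1%.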

For example, the copy number of corresponding reads of various members in the miR166 family was tremendously different from each other, which ranged from 1 to 59,024 (Table S1). 

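Counted from the sequences in the deposited table, 121 of the 194 known miRNAs were 21 nt long, or 62.4% (95% Wilson interval 55.4% to 68.9%). The next lengths were 22 nt with 32 miRNAs (16.5%, interval 11.9% to 22.4%) and 20 nt with 28 (14.4%, interval 10.2% to 20.1%), so the intervals of 21 nt and of the other lengths do not overlap. There were 6 miRNAs of 23 nt, 4 of 19 nt, and 1 each of 17, 18 and 24 nt. The largest change came from weighting each miRNA by its copy number, which raised the share of 21 nt to 94.6%. The paper compares this distribution with those of other plants in miRBase and places the miRNAs of C. gigantea among them.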

Furthermore, the length distribution of miRNAs showed that the 21-nt miRNA was the most abundant, accounting for 61.9 %, in line with the length distribution of plant miRNAs in miRBase (Fig. 3). To understand whether the base preference of *C. gigantea* miRNAs existed, the base distribution for each position in known miRNAs was performed. 

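At the 5′ end, 121 of the 194 known miRNAs had U, or 62.4% (95% Wilson interval 55.4% to 68.9%). Across positions 1 to 21 of the known miRNAs, U was most frequent at position 1, and the position with the next highest share of U was 17, with 35.1%. Among known miRNAs of 20 nt, 17 of 28 started with U, among those of 21 nt 72 of 121, and among those of 22 nt 27 of 32. Weighted by copy number, the share of U at the 5′ end rose to 97.0%, the largest change among the alternatives. The paper sets this preference beside that of miRNAs in other plants.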

The result revealed that U mostly appeared at the 5′ end of the miRNA (62.4 %, seen in Fig. 4), which agreed with the base preference of miRNAs in other plants.

**Fig. 2:**
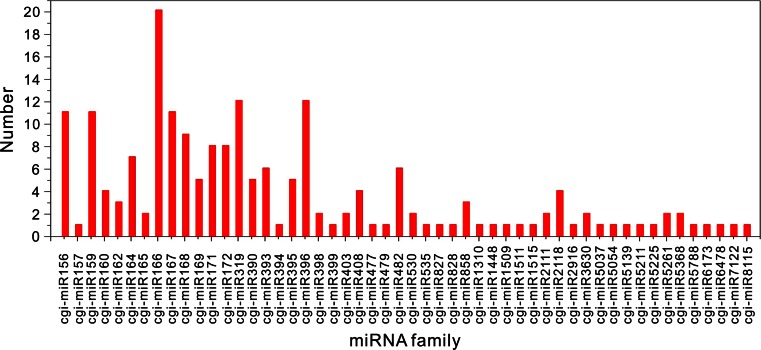
Number of miRNAs for each miRNA family in *Cercis gigantea*

**Fig. 3:**
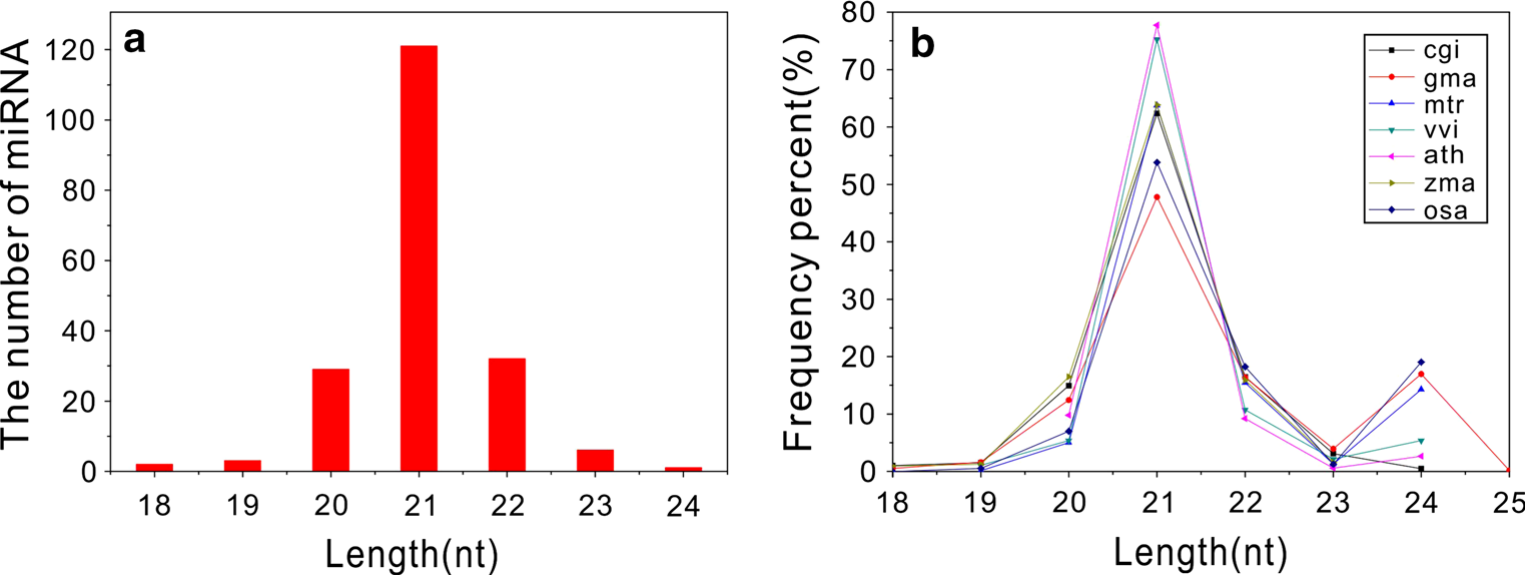
Length distribution of miRNAs. **a** Length distribution of known miRNAs in *Cercis gigantea*. **b** Length distribution of the miRNAs in *Cercis gigantea* and six plants and in miRBase database (*Glycine max*, *Medicago sativa*, *Vitis vinifera*, *Arabidopsis thaliana*, *Zea mays*, *Oryza sativa*)

**Fig. 4:**
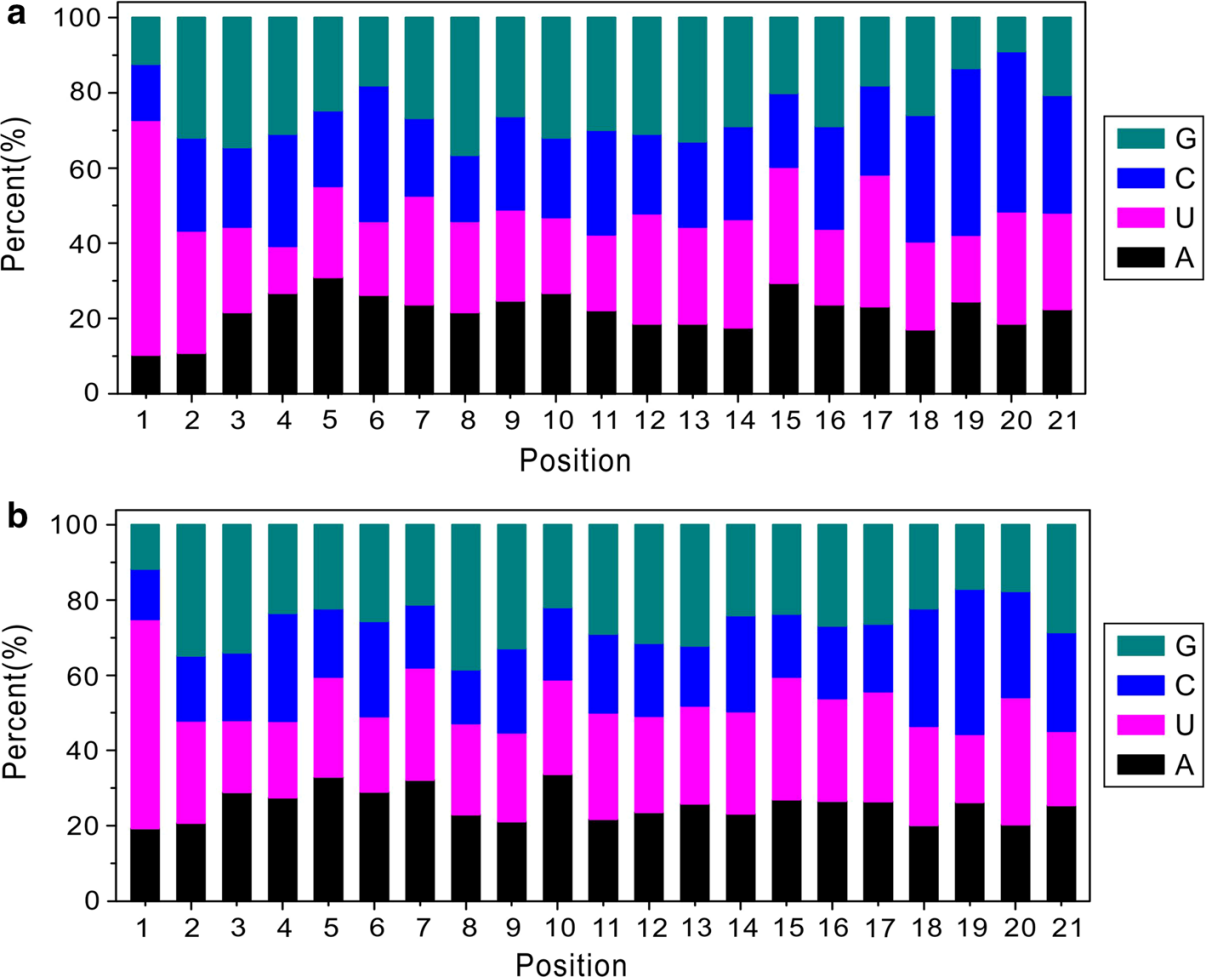
Nucleotide bias at each position of miRNAs. **a** The nucleotide bias of known miRNAs in *Cercis gigantea*. **b** The nucleotide bias of the total plant miRNAs in miRBase database

### Identification of species-specific miRNAs

One of the advantages for high-throughput sequencing is to discover novel miRNAs. A total of 23 novel miRNAs were detected with pre-miRNA lengths ranging from 72 to 186 bps and adjust minimum free energy ranging from -15.98 to -56.02 kcal/mol (Table S2). 

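The deposited table listed 23 species-specific miRNAs with copy numbers from 5 to 113 reads and a median of 10 (no replicates). The most abundant was cgi-miR021 with 113 reads, followed by cgi-miR002 with 54 and cgi-miR007 with 46. The copy numbers in Table S2 of the paper were the same as in the deposited table for all 23. That table of the paper gives precursor lengths from 72 to 186 nt and adjusted minimum free energies from -56.02 to -15.98 kcal/mol; the precursor sequences were not in the files analysed here. Each of these miRNAs rests on a small number of reads from 1 library, so the order among them is uncertain.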

The length distribution of the novel miRNAs showed that the 24-nt miRNA was the most abundant (39.1 %, Fig. S2), and U appeared mainly at the 5′ end of novel miRNAs as well (52.7 %, Fig. S3). 

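Of the 23 species-specific miRNAs, 13 were 24 nt long, or 56.5% (95% Wilson interval 36.8% to 74.4%), when the bases of each sequence in the deposited table were counted. There were 4 of 21 nt, 3 of 22 nt, 2 of 23 nt and 1 of 26 nt. U stood at the 5′ end of 12 of the 23, or 52.2% (interval 33.0% to 70.8%). Of the 13 miRNAs of 24 nt, 6 started with U and 7 with A. Weighting by copy number moved the share of 24 nt to 72.0% and that of U to 54.1%, both within the intervals above, which are wide because the set is small.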

These results are consistent with known miRNAs in *C. gigantea* (Figs. 3a, 4b). To make sure these novel miRNAs are of high confidence, we also detected the star sequence of the mature miRNA in our data. 

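For 21 of the 23 species-specific miRNAs the paper's Table S2 gives a star sequence, the strand opposite the mature miRNA in the hairpin, and for 18 of them a number of star reads. The star reads are the paper's, since the deposited table lists only the mature sequences. Star reads ranged from 1 to 5 with a median of 1, against a median of 11.5 reads for the mature miRNAs of these 18 in the deposited table. The star had fewer reads in 18 of 18 (exact sign test, p = 7.63e-06, adjusted p = 4.2e-05 over 11 tests, the smallest p that 18 pairs allow). The authors picked mature sequences from abundant reads and stated no minimum for stars. A lower star was favoured by that choice, so the test cannot tell it from a lower level of the star strand. The star given for cgi-miR022, with 2 reads against 7, is a miR390 sequence with an added A in front. That miR390 sequence had 1151 reads in the same library, so this pair cannot show a lower star strand. An exact paired permutation test gave the same p = 7.63e-06. The ratio of mature to star reads ranged from 2 for cgi-miR006, with 6 and 3 reads, to 54 for cgi-miR002, with 54 and 1, with a median of 9.5. Of the 18 stars, 10 were read 1 time only. With mature miRNAs under 10 reads left out, 10 pairs remained and the exact sign test gave p = 0.00195. The paper relates the lower star reads to a published account of stars being degraded and less abundant.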

The star sequences that expressed at lower level than their corresponding miRNAs were observed, which is in accordance with the report that star sequences are degraded and usually occur at significantly lower levels (Creighton et al. 2010).

Furthermore, four novel miRNAs were identified by miRDeep-P, three of them were consistent with our results, and the other one which had five nucleotide differences between mature and star miRNA was not included in our result (larger than the criterion in out methods). Although three of these four miRNAs were also found in our study, the number of the miRNAs predicted by miRDeep-P was much lower than expected since Jain et al. (2014) had identified 120 novel miRNAs in chickpea using this software with genomic sequences as the reference. To determine the reason for different number of identified miRNAs between the two approaches, the sRNA sequencing data (GSE51300) and the transcriptome sequencing data (SRR627765) of chickpea (Jain et al. 2014) were downloaded from GEO database and SRA database, respectively. The transcriptome data were assembled into transcripts by Trinity. MiRDeep with same criteria in the previous study (Jain et al. 2014) was used to identify chickpea miRNAs on transcriptome data. The results revealed that only 8 novel candidate miRNAs were identified when setting transcriptomic sequences as reference, which was also much less than 120 novel candidate miRNAs that identified using genomic sequences as reference. It is clear that more candidate miRNAs could be found with our method when genomic sequence was unavailable.

### Target prediction of miRNAs using degradome sequencing

To further investigate the regulatory functions of miRNAs, degradome sequencing for samples of young roots, tender shoots, young leaves and flower buds from *C. gigantea* produce 19,967,565 raw reads and 9,664,154 unique reads. 

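Degradome sequencing reads the 5′ ends of cut mRNAs, so that reads piling up at 1 position of a transcript mark a cleavage site. There was 1 degradome library, made from 1 pool of equal amounts of RNA from 4 tissues, without replicates. The authors matched the reads to transcripts of C. gigantea, scored each match of a miRNA to a transcript by deductions for mismatches and G:U pairs, and kept matches with at least 5 degradome reads at the cleavage site that were also found with the CleaveLand pipeline. The deposited table has 70 lines, each with the target's identifier, the deduction score, the aligned range, the cleavage site, the raw reads at that site and a putative function. The counts of reads are not normalized, and the read totals of the library that the paper states are not in the files analysed here. Family and category were joined from Table 3 of the paper by target, site and reads, and all 70 lines found their match. The lines hold 62 distinct cleavage sites on 60 targets, because a site cut by more than 1 family has a line for each. Over the distinct sites the reads sum to 5898, and over the lines to 6916. Positions are counted in nt along each transcript, since no genome of the species was at hand. A minimum of 10 reads, leaving out category 2, and counting sites in place of targets were the choices that could change the numbers.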

Then, 9,193,054 unique reads could be matched with 43,648 *C. gigantea* mRNAs using BLASTN program (Table 2). Finally, the targets were grouped into three categories according to relative abundance of degradome reads mapping at the predicted miRNA target site relative to the abundance of the reads located at other sites. In category 0, the peak value of tags was found at the predicted cleavage site of miRNA and there was only one maximum on the transcript. If the abundance of tags was between the median and the maximum, it was grouped as category 1. In category 2, the abundance of tags was equal to, or less than the median (Fig. 5). Thus, a total of 60 miRNA targets from 95 miRNAs in 30 known miRNA families and one novel miRNA target were identified (Table 3; Fig. 6). 

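The deposited degradome table held 60 distinct targets. Of these, 59 were cut by 30 known families and 1, target 691475785, by the species-specific miRNA cgi-miR016, with 11 reads at position 627. Which member of a family cuts a target is not in the files analysed here. On 2 of the targets there were 2 cleavage sites, so the table held 62 distinct sites. Of the 31 families with a target, 17 had more than 1 and 14 had 1. Leaving out category 2 lowered the number of targets most, from 60 to 41, and a minimum of 10 reads left 46.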

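Counted by family, target and cleavage site, the deposited lines and the categories of Table 3 gave 68 pairs, after 2 repeated lines were dropped. Category 0 held 42 pairs, or 61.8% (95% Wilson interval 49.9% to 72.4%), category 1 held 5 (7.4%, interval 3.2% to 16.1%) and category 2 held 21 (30.9%, interval 21.2% to 42.6%). Counted as distinct cleavage sites, there were 37, 5 and 20. Counting every line, the choice that moved the number most, gave 44 in category 0. Pairs were counted here by family, since the member of the family that cuts each target was not in the files analysed here.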

Also, a total of 169 miRNAs and target pairs were obtained, including 111, 14 and 45 pairs belonging to Categories 0, 1 and 2, respectively. The differences in the abundance of degradome reads at various targets were large (ranging from 5 to 853), suggesting that distinct miRNAs had various cleavage abilities. 

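Over the 62 distinct cleavage sites, the degradome reads ranged from 5 to 853 with a median of 18.5, and the highest was 170.6 times the lowest (no replicates). The site with 853 reads lies at position 82 of target 691492802, annotated as basic blue protein and cut by miR408. Next came 664 reads at each of 2 auxin response factors cut by miR160, at position 1585 of target 691465468 and position 2232 of target 691465470, then 431 reads on another auxin response factor cut by miR160 and 424 on a transport inhibitor response gene cut by miR393. At least 100 reads were found at 12 sites and fewer than 10 at 15 sites. Sites of category 0 had a median of 50 reads (6 to 853), those of category 1 a median of 12 (11 to 27) and those of category 2 a median of 6.5 (5 to 25), and category 0 held 95.7% of the reads. The difference between 20 sites of category 2 and 37 of category 0 was larger than chance among sites (exact permutation test on ranks, p = 4.34e-11, adjusted p = 4.78e-10 over 11 tests), and a part of it is set by the categories, which rank a site by its reads relative to others on the same transcript. Taking 1 value per family and target pair gave p = 2.61e-12 in the same exact permutation test. That setting repeats the reads of a site shared between families for each of them, so the smaller p adds no evidence. From the range of reads the paper reasons that miRNAs differ in their ability to cleave.

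**Figure D1:**
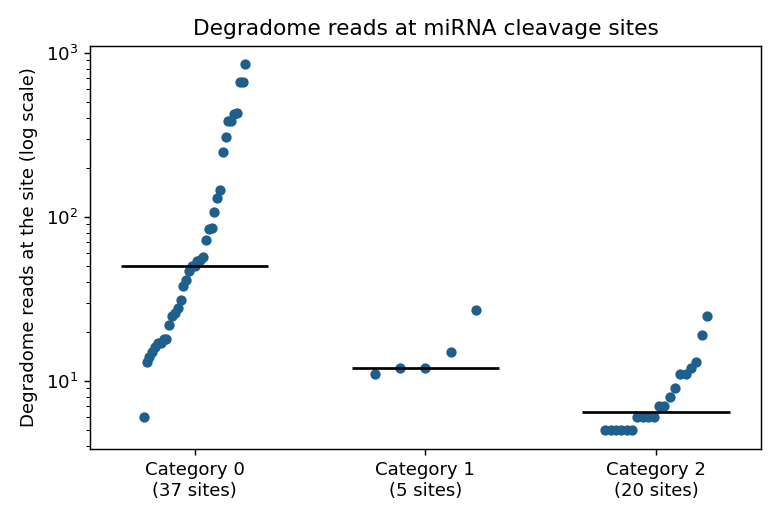
Degradome reads at each of the 62 distinct cleavage sites (vertical axis, log scale) by category; each point is 1 site and the black lines are the medians of 50, 12 and 6.5 reads. All sites above 27 reads are in category 0.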

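Of the 31 families with a target in the deposited degradome table, 17 had more than 1. Of the 60 targets, 8 were cut by more than 1 family, and at 6 cleavage sites the same position was assigned to 2 families. These shared sites were those of miR165 and miR166, of miR159 and miR319, of miR482 and miR2118, and of miR408 and miR482. The remaining 2 shared targets were cut at different positions, target 691469139 at 502 by miR828 and at 468 by miR858, and target 691490282 at 253 by miR1509 and at 401 by miR7122. Counting distinct sites in place of targets, the number rose from 60 to 62.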

Moreover, multiple targets might be regulated by one miRNA family, and multiple miRNA families might target the same gene. 

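The miR396 family had 8 targets in the deposited table, with between 5 and 145 reads, of which 2 were annotated as growth-regulating factors with 145 and 41 reads. The miR828 family, with 1 member and 2 reads in the small RNA library, had 4 targets with 50, 38, 28 and 17 reads, all of them annotated as transcription factors. The miR165 and miR166 families were both assigned to the same 2 homeobox-leucine zipper transcripts, target 691442095 cut at position 2327 and target 691442087 cut at position 624, with 385 reads at each (no replicates). The most abundant miR165 member had 272 reads in the small RNA library and that of miR166 had 564107. With a minimum of 10 degradome reads, 46 of all 60 targets remained.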

For example, the cgi-mi396 and cgi-mi828 families regulated 8 and 4 target genes, respectively, while the cgi-miR165 and cgi-miR166 families regulated the same target gene.

**Table 2:** Summary of data from *Cercis gigantea* degradome sequencing

Type	Number of reads	Percentage (%)
Total unique reads	9,664,154	100
Reads mapping to the transcripts	9,193,054	95.13
Reads mapping to target site	6,916	0.072
Total Number of input cDNAs	77,024	100
Number of covered cDNAs	43,648	56.65

**Fig. 5:**
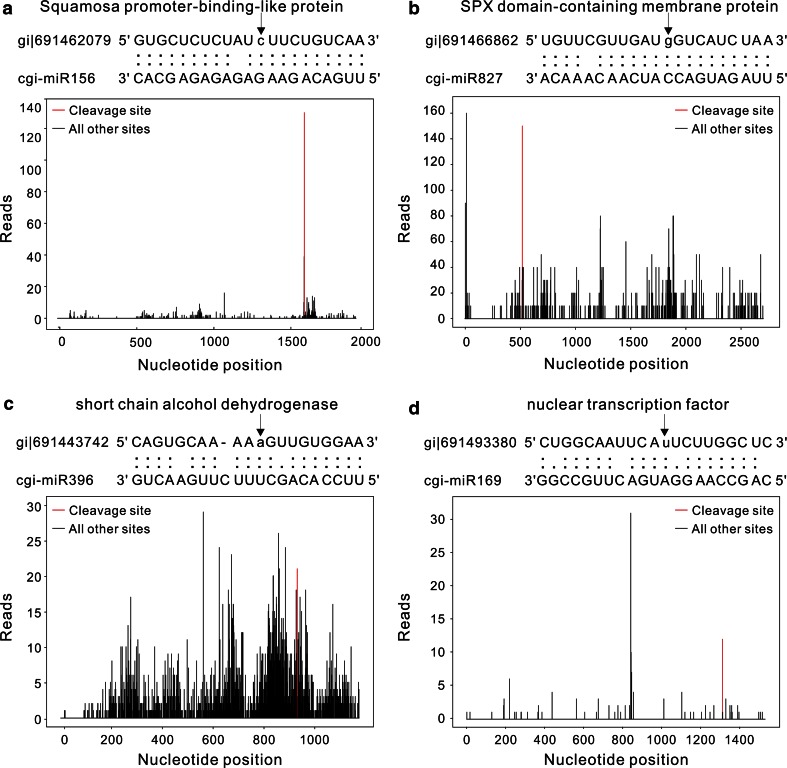
Target plots (*t* plots) of identified miRNA targets in the three different categories using degradome sequencing. The T plots show the distribution of the degradome tags along the full length of the target mRNA sequence (*bottom*). The red line represents the miRNA cleavage of target transcripts. The alignments show the miRNA with a portion of its target sequence (*top*). *Two dots* matched RNA base pairs; *one dot* a GU mismatch. The lower case nucleotide on the target transcript represents the cleavage site, shown by an *arrow*. **a** Example of cgi-miR156 slicing target gi|691462079 at nt 1602 for category 0. **b** Example of cgi-miR827 slicing target gi|691466862 at nt 517 for category 1. **c** Example of cgi-miR396 slicing target gi|691443742 at nt 931 for category 1. **d** Example of cgi-mir169 slicing target gi|691493380 at nt 1312 for category 2

**Table 3:** Targets of *Cercis gigantea* miRNA identified by degradome sequencing

MiRNA family	Target_gi	Cleavage site	Category	Raw reads	Putative function
cgi-miR156	691448577	1810	2	6	Squamosa promoter-binding-like protein
	691462079	1602	0	130	Squamosa promoter-binding-like protein
cgi-miR159	691490413	545	2	11	Hypothetical protein PHAVU
	691477367	1209	0	22	MYB transcription factor
	691451897	2559	0	50	Putative protein
cgi-miR160	691466148	799	0	431	Auxin response factor
	691465468	1585	0	664	Auxin response factor
	691465470	2232	0	664	Auxin response factor
cgi-miR164	691460139	761	0	309	Domain-containing protein
	691447416	2079	2	8	T4P13.15 protein
	691452741	1647	2	5	Transport protein Sec61 subunit alpha-like isoform X1
cgi-miR165	691442095	2327	0	385	Homeobox-leucine zipper protein
	691442087	624	0	385	Homeobox-leucine zipper protein
cgi-miR166	691442095	2327	0	385	Homeobox-leucine zipper protein
	691442087	624	0	385	Homeobox-leucine zipper protein
cgi-miR167	691459251	3407	0	57	Auxin response factor
cgi-miR168	691449279	529	0	248	Protein argonaute 1
cgi-miR169	691493380	1312	2	12	Nuclear transcription factor
	691480362	131	0	16	Unknown
cgi-miR171	691465196	12	2	11	Scarecrow-like protein
	691459148	1657	0	14	Scarecrow-like protein
cgi-miR172	691479449	1502	0	15	Ethylene-responsive transcription factor
	691450023	867	2	25	Glutathione S-transferase U25
	691490548	605	2	5	Translation factor SUI1 homolog
cgi-miR319	691451897	2559	0	50	Putative protein
cgi-miR393	691475213	1794	0	424	Transport inhibitor response
cgi-miR394	691463334	1603	2	19	Emb|CAB89363.1
	691457013	1220	1	27	F-box only protein
cgi-miR395	691479675	242	2	7	Sulfate transporter
cgi-miR396	691424744	621	0	6	Unknown
	691488591	234	0	18	Hypothetical protein
	691443742	931	1	12	Short chain alcohol dehydrogenase
	691455724	1171	2	5	Ultimate buster-like protein
	691461032	876	0	41	Growth-regulating factor
	691480372	1486	2	6	Pentatricopeptide repeat-containing protein
	691480627	821	0	72	Hypersensitive-induced response protein
	691485626	487	0	145	Growth-regulating factor
	691488591	234	0	18	Protein PHAVU_001G141400 g
cgi-miR398	691487022	775	2	5	Transcription factor
cgi-miR408	691492924	539	2	13	Naringenin,2-oxoglutarate 3-dioxygenase
	691492802	82	0	853	Basic blue protein
cgi-miR482	691492924	539	2	13	Naringenin,2-oxoglutarate 3-dioxygenase
	691497201	521	0	25	Ribonuclease H protein
	691435294	757	2	7	TIR-NBS-LRR class disease resistance protein
	691457093	2200	0	107	Serine/threonine-protein phosphatase
	691435270	833	0	47	Disease resistance protein RPM1
cgi-miR530	691451139	279	0	55	Uncharacterized protein
cgi-miR827	691466862	517	1	15	SPX domain-containing membrane protein
cgi-miR828	691513396	29	0	38	MYB transcription factor
	691488014	432	0	28	Transcription factor WER-like isoform X1
	691486325	194	0	17	Transcription factor
	691469139	502	0	50	Transcription factor MYB23
cgi-miR858	691496673	458	0	13	Myb-related transcription factor
	691484799	338	0	17	Transcription factor MYB76
	691469139	468	1	12	Transcription factor MYB23
	691477366	359	2	5	Hypothetical protein POPTR_0003s06320g
	691478191	396	0	54	Transcription factor TT2
	691484368	399	0	84	Transcription factor MYB29
	691496673	458	0	13	Myb-related transcription factor
cgi-miR1509	691490282	253	2	5	Unknown
	691444031	476	0	26	Unknown
cgi-miR1511	691470779	431	0	31	Unknown
cgi-miR2111	691466946	1110	0	86	Transcription factor
cgi-miR2118	691435270	833	0	47	Disease resistance protein RPM1
	691465334	677	2	6	Zinc transporter
	691457093	2200	0	107	Serine/threonine-protein phosphatase
cgi-miR5054	691474734	368	2	9	Emb|CAB72159.1
cgi-miR6478	691455866	1598	2	6	U-box domain-containing protein
cgi-miR7122	691490282	401	0	18	Unknown
cgi-miR016	691475785	627	1	11	Putative protein

**Fig. 6:**
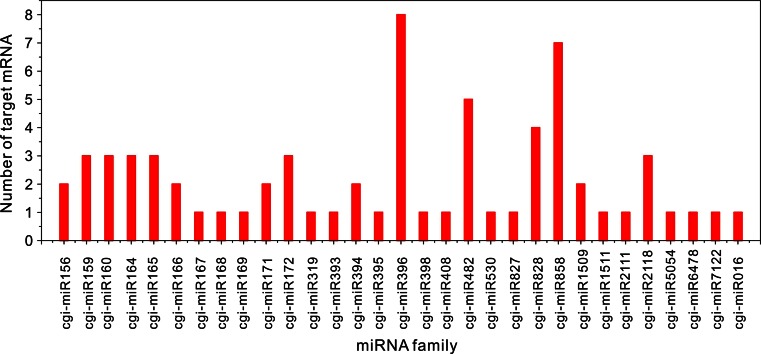
Number of targets for each miRNA family. Cgi-miR016 is novel miRNA, the others are known miRNAs

According to the best BLASTX hits from the alignments using soybean and *Arabidopsis thaliana* protein sequences as references, putative target gene names and ‘CDS’ (coding DNA sequences) were determined, then Blast2GO (Conesa et al. 2005) software was used to predict GO terms. Based on the predicted GO annotations of targets regulated by known *C. gigantea* miRNAs, 28.3 % of miRNA targets (17) were found to be transcription factors (Table 3). 

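Of the 59 targets of known families, 13 had the words transcription factor in the putative function of the deposited table, or 22.0% (95% Wilson interval 13.4% to 34.1%). They were cut by miR159, miR169, miR172, miR398, miR828, miR858 and miR2111, and their sites had between 5 and 86 reads. The alternative that moved the share most counted transcription factor families by name as well, namely auxin response factors, squamosa promoter-binding-like, homeobox-leucine zipper, growth-regulating factor, scarecrow-like and MYB proteins, which gave 25 targets or 42.4%. The paper counted from gene ontology terms, and the terms of each target were not in the files analysed here.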

These results are consistent with other reports (Wu et al. 2006; Yang et al. 2006). All putative targets regulated by the miR167 family were plant-specific auxin response factors (ARFs) participating in hormone signal transduction (Wu et al. 2006). 

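In the deposited table the miR167 family had 1 target, 691459251, annotated as auxin response factor, with 57 reads at position 3407 in category 0 and a deduction score of 3 (no replicates). In the small RNA library the miR167 family had 11 members and 372 reads. The other 3 auxin response factors among the targets were cut by miR160, with 664, 664 and 431 reads and deduction scores of 1, 1 and 0.5. Under all alternatives for the reads and categories the miR167 target was kept, since it had more than 10 reads and was in category 0.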

The ARFs bound specifically to the TGTCTC sequence and regulated auxin response, indicating that the cgi-miR167 family might play a key role in regulating the growth process of *C. gigantea*. The miR482 family targeted the TIR-NBS-LRR disease resistance, gene family implying that cgi-miR482 might be involved in responses to disease in *C. gigantea* (Yang et al. 2015). 

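The miR482 family had 14828 reads over 6 members in the small RNA library and 5 targets in the degradome table (no replicates). The target annotated as TIR-NBS-LRR class disease resistance protein, 691435294, had 7 reads at position 757, in category 2 and with a deduction score of 4. A disease resistance protein RPM1, target 691435270, had 47 reads at position 833 in category 0 and was assigned to miR2118 as well. The remaining 3 targets of the family were annotated as serine/threonine-protein phosphatase with 107 reads, ribonuclease H protein with 25 and naringenin,2-oxoglutarate 3-dioxygenase with 13. With the minimum of 10 degradome reads, which left 46 of all 60 targets, the TIR-NBS-LRR target was no longer counted. From the annotation of these targets the paper proposes that cgi-miR482 takes part in responses to disease.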

Furthermore, the enrichment of the targets was found to be involved in the auxin-mediated signaling pathway, regulation of transcription, formation patterns of xylem and phloem, and root hair cell differentiation (Table S3–4). For instance, the targets of cgi-miR160, cgi-miR393 and cig-miR396 families were involved in the auxin-mediated signaling pathway; the targets of other three miRNA familes including cgi-miR165, cgi-miR168 and cgi-miR828 were involved in root hair cell differentiation.

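The deposited degradome table gives the cleavage behind these assignments. The 3 targets of miR160 were auxin response factors with 664, 664 and 431 reads, the target of miR393 was a transport inhibitor response gene with 424 reads at position 1794, and 2 of the 8 targets of miR396 were growth-regulating factors with 145 and 41 reads. For root hair cells, the 2 homeobox-leucine zipper targets of miR165 had 385 reads each, the argonaute 1 target of miR168 had 248 reads at position 529, and the 4 transcription factor targets of miR828 had between 17 and 50 reads (no replicates). All of these sites were in category 0. In the small RNA library the families had 435 reads (miR160), 261 (miR393), 7536 (miR396), 295 (miR165), 11717 (miR168) and 2 (miR828). The paper assigned the targets to processes through gene ontology terms.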

### Conserved and non-conserved miRNAs

Recent studies revealed that the majority of miRNAs were conserved across the plant species and involved in various processes such as growth and development as well as stress tolerance (Xie et al. 2010). However, some miRNAs were just identified in a few plant species (Jones-Rhoades et al. 2006). According to the definition of conserved and non-conserved miRNAs (see Materials and methods), there were 27, 18, 7 and 23 *C. gigantea* miRNA families belonging to Classes I, II, III, and IV, respectively (Fig. S4a).

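The class of each family is shown in a figure that was not in the files analysed here, so families were classed from the text, which names miR159, miR166, miR168 and miR482 as Class I, and from the lists of conserved and non-conserved targets in Table S5. A family took the class of a listed target when every other family cutting that target already had a class, and this was repeated until no family was added; a family with a non-conserved target that could be used was taken as non-conserved. This gave 23 conserved families (Class I) and 6 non-conserved families (Classes II to IV), while 2 families with a target, miR1509 and miR7122, and all families without a target had no class. The non-conserved families were miR858, miR6478, miR828, miR1511, miR2111 and the species-specific cgi-miR016. The conserved class of miR165, miR319 and miR2118 came only from targets shared with miR166, miR159 and miR482. The paper calls a target of a Class I family conserved, so these shared targets do not show the class of the other family. After the files were seen, a second classing was tried that cut the order of the families in the deposited table at the class sizes the paper states, 27, 18, 7 and 23; it put 27 of the 29 families on the same side, with miR165 and miR2118 on the other. Using only targets that no other family cuts, another choice made after seeing the files, gave 20 conserved and 5 non-conserved families.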

Based on the comparisons of different conservations among the four classes of miRNA families, the average miRNA expression of Class I was 14.26 times that of Class II, 10.43 times that of Class III, and 222.41 times that of Class IV (Fig. S4b). 

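With the families cut by their order in the deposited table, a classing chosen after seeing the files, the mean copy number per miRNA was 4670.7 reads in Class I, 327.5 in Class II, 448 in Class III and 21.0 in Class IV (no replicates). The Class I mean was 14.26 times that of Class II, 10.43 times that of Class III and 222.88 times that of Class IV. The medians per miRNA were 27.5, 23, 22 and 10 reads, so that the median of Class I was 1.2, 1.25 and 2.75 times the others. Of the Class I reads, 76.4% were on 1 miRNA of the miR166 family. Without this family the ratios of the means were 2.1, 1.5 and 33.0. Class II had 78.8% of its reads on miR1448 and Class III 93.9% on 1 member of miR2118. From the ratios of the means the paper concludes that expression is higher in the conserved families.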

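The 5 most abundant miRNAs in the deposited table were TCGGACCAGGCTTCATTCCCC of miR166 with 564107 reads, TCTCGGACCAGGCTTCATTCC of miR166 with 61276, TTTGGATTGAAGGGAGCTCTA of miR159 with 37106, TCTTCCCTACACCTCCCATACC of miR482 with 11146 and TCGCTTGGTGCAGGTCGGGAA of miR168 with 10005 (no replicates). Together they took 91.0% of the reads on known miRNAs. With the families classed from the text and Table S5, the 6 non-conserved families had a median copy number of 68.5 reads (2 to 391) and the 23 conserved families one of 372 (7 to 642440), a difference not larger than chance among families (exact permutation test on ranks, p = 0.0621, adjusted p = 0.0854 over 11 tests). The non-conserved families had a median of 1 member (1 to 3) against 6 (1 to 20), which was fewer (exact permutation test, p = 0.00253, adjusted p = 0.00557). With known families only, the exact permutation test gave p = 0.00737. Members were called by matching reads to miRNAs of many plants. A family found in more species may have more entries to match, and the test cannot tell this from a larger family. For the number of targets the medians were 1 and 2 and the means 2.3 and 2.2, with no difference detectable among these families (exact permutation test, p = 0.68). This comparison holds only families with at least 1 target. With all families classed by their order in the deposited table, chosen after seeing the files, and families without a target counted as 0, the exact permutation test gave p = 1.06e-07 for targets, 9.38e-05 for copy number and 6.12e-09 for members, and over the 31 families with a target it gave p = 0.819 for targets. From lower expression and fewer members and targets the paper distinguishes the non-conserved families from Class I.

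**Figure D2:**
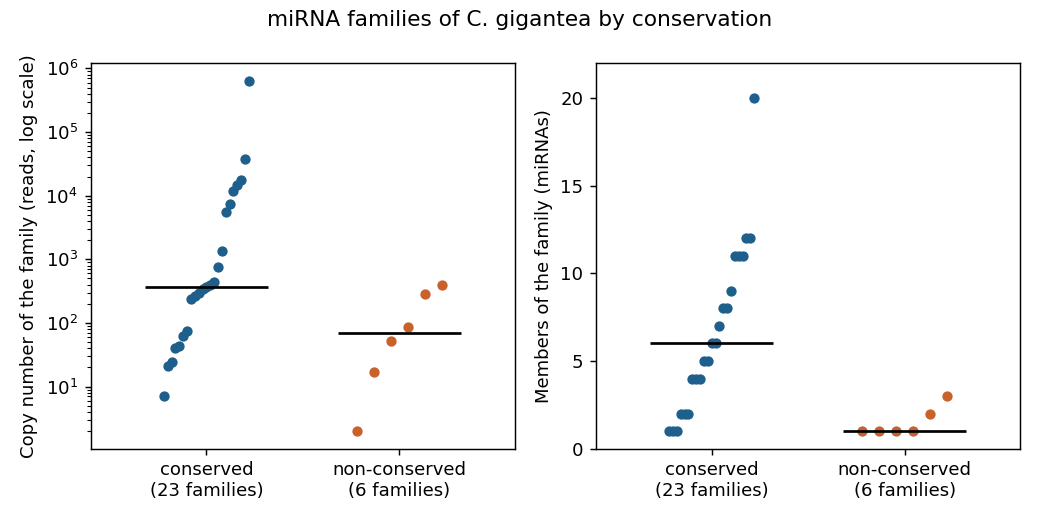
Copy number (left, reads, log scale) and number of members (right, miRNAs) of the 23 conserved and 6 non-conserved families classed from the text and Table S5; each point is 1 family and the black lines are the medians, 372 and 68.5 reads and 6 and 1 members.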

The miRNAs with high expression were mainly included in the Class I, for example, the top five miRNAs with highest expressions (the count of tags were 564,107, 61,276, 37,106, 11,146 and 10,005, larger than 10,000), which belonged to the miR166, miR166, miR159, miR482, and miR168 family, come from Class I. On the other hand, the non-conserved miRNA families were found to be not only expressed at lower level than Class I, but also contained a smaller number of family members and targets (Fig. S4).

Furthermore, the targets regulated by miRNAs were grouped into two categories according to the conservation level of miRNA families: (a) conserved target, which was regulated by the highly conserved miRNA family; (b) non-conserved target that was regulated by non-conserved miRNA families (Class II–IV). 46 out of a total of 61 targets detected in this study (75.4 %) were conserved targets, accounting for a large fraction of targets. 

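Of the 60 targets in the deposited degradome table, 46 carry an identifier that Table S5 of the paper lists with a class. Of these, 37 were conserved and 9 non-conserved, so that 80.4% were conserved (95% Wilson interval 66.8% to 89.3%). The other 14 targets in the deposited table had no entry under the same identifier in Table S5, and 4 of its 50 entries had none in the deposited table. When the targets were classed instead by the order of the families in the deposited table, a choice made after seeing the files, 46 of the 60 targets were cut by a Class I family, or 76.7%, and 5 targets were cut both by a Class I family and by another.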

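Among the targets that Table S5 lists with a class, the words transcription factor stood in the putative function of 2 of 37 conserved targets, or 5.4% (95% Wilson interval 1.5% to 17.7%), and of 6 of 9 non-conserved targets, or 66.7% (interval 35.4% to 87.9%). The share was larger among the non-conserved targets (Fisher's exact test, p = 0.00022, adjusted p = 0.000805 over 11 tests). The 2 conserved targets were cut by miR169 and miR398, and of the 6 non-conserved ones 5 were cut by miR828 or miR858 and 1 by miR2111. The alternative that changed this most counted transcription factor families by name, such as auxin response factors and homeobox-leucine zipper proteins, which gave 14 of 37 conserved targets (37.8%) and left 6 of 9 non-conserved ones, a difference not larger than chance among targets (Fisher's exact test, p = 0.149). The paper draws its contrast from gene ontology terms; its Tables S3 and S4 list enriched terms for each class, but the terms of each target were not in the files analysed here.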

What is more, most conserved targets are found to be transcription factors but many non-conserved targets are likely to be diverse genes that play roles in a broad range of specific biological processes such as root hair cell differentiation (Table S3). A comparison of the size as well as cleavage site positions for two categories of targets showed that the average size of the conserved target was significantly larger than that of the non-conserved target. 

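Target lengths are the paper's, from Table S5, for the 46 targets found in the deposited table. The 37 conserved targets were 2303 ± 1049 nt long (SD across targets), with a median of 2088, and the 9 non-conserved targets 1548 ± 425 nt, with a median of 1499. The non-conserved targets were shorter (exact permutation test on ranks, p = 0.0358), but not after adjustment over 11 tests (adjusted p = 0.0563). A non-conserved target was longer than a conserved one in 27.3% of the pairs. With the length of the reading frame in place of the transcript, which changed the result most, the same exact permutation test gave p = 0.169. Sites of category 0 only (7 against 19 targets) gave p = 0.0151 and at least 10 degradome reads (8 against 27 targets) p = 0.0217 in exact permutation tests. With all 50 targets of Table S5, an alternative chosen after seeing the files, the exact permutation test gave p = 0.0589. From the longer mean the paper concludes that conserved targets are larger.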

Besides, the cleavage sites of 25 conserved targets (54.3 %) were located on the last ½ of the gene, whereas 86.7 % of the non-conserved targets (13) had the cleavage sites located on the first ½ of the gene (Fig. S5). 

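Cleavage sites from the deposited table were divided by the transcript lengths of Table S5, with the site of most reads taken where a target had 2. Of the 37 conserved targets, 19 were cut past the middle of the transcript, or 51.4% (95% Wilson interval 35.9% to 66.6%). Of the 9 non-conserved targets, 7 were cut before the middle, or 77.8% (interval 45.3% to 93.7%), and 2 past it. Target 691442095, a homeobox-leucine zipper gene with 385 reads at position 2327, was cut at 50.3% of its length, and target 691492802, with 853 reads at position 82, at 9.9%.

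**Figure D3:**
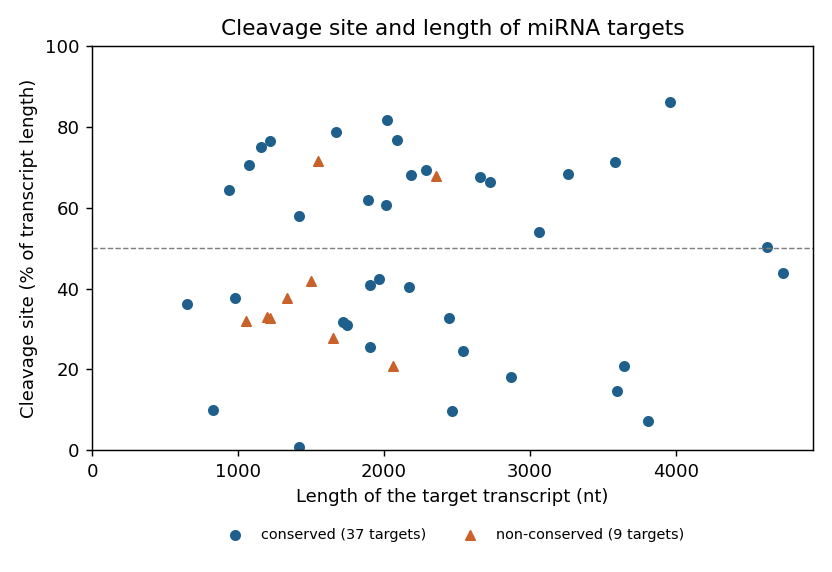
Cleavage site as a percentage of transcript length (vertical axis, 0 at the 5′ end) against transcript length in nt for 37 conserved targets (circles) and 9 non-conserved targets (triangles); the dashed line marks the middle of the transcript. Of the triangles, 7 lie under the line, and 19 of the circles lie above it.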

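The share of targets cut past the middle of the transcript was 51.4% for 37 conserved and 22.2% for 9 non-conserved targets, a difference not larger than chance among targets (Fisher's exact test, p = 0.151, adjusted p = 0.184 over 11 tests). The median site lay at 50.3% of the length of conserved targets (0.8% to 86.0%) and at 33.0% of the length of non-conserved ones (20.9% to 71.6%), and the positions did not differ by more than chance either (exact permutation test on ranks, p = 0.445). A minimum of 10 degradome reads moved the shares most towards a difference, with 1 of 8 non-conserved and 14 of 27 conserved targets cut past the middle (Fisher's exact test, p = 0.101). From the shares in each class the paper proposes that conserved and non-conserved miRNAs prefer different parts of the gene.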

These findings suggest that the highly conserved miRNA tended to target on the last ½ of gene whereas the non-conserved miRNA preferred to target on the first ½ of the gene.

We also studied the evolutionary pattern of two categories of miRNA targets. These results of BLASTX searches showed that 89.1 % of conserved targets had orthologs in soybeans, while there were no orthologs discovered for 66.7 % of non-conserved target genes (Table S5). After aligning the homologous sequences, the average nucleotide diversity within the conserved target genes (0.156) was significantly lower than that within non-conserved target genes (0.012), suggesting that non-conserved target genes might evolve faster than conserved target genes. Although the average Ka/Ks ratio in the non-conserved target genes was 0.21, which was little lower than that of the conserved target genes (0.27); however, 33.3 % of the non-conserved target genes have too many differences with their corresponding orthologs to calculate Ka/Ks ratio. Therefore, both categories of target genes were considered to be under strong negative selection but experienced different evolutionary processes.

## Discussion

Regulation of gene expression guided by miRNAs has been reported in many plants, such as *Arabidopsis thaliana* (Addo-Quaye et al. 2008), rice (Li et al. 2010), and other plants (Xu et al. 2013; Zhang et al. 2014). However, *C. gigantea* miRNAs and their targets remain unknown. Recently, high-throughput sequencing technology provides an efficient, convenient and credible way to investigate miRNAs and their regulatory functions. In this study, we studied *C. gigantea* miRNAs and their targets using high-throughput sequencing and degradome analysis.

The sRNA length analysis of *C. gigantea* showed that the 21-nt and 24-nt redundant sRNAs displayed the highest redundancies, whereas the 24-nt unique sRNA was the most abundant (50.8 %, see Fig. 1). Similar results were found in other species, such as *Populus balsamifera* (Morin et al. 2008) and *Vriesea carinata* (Guzman et al. 2013). Vitantonio et al. (2010) reported similar results and conclusions. The bases at 5′end of miRNA were expected to be U, which favored combination with Argonaute 1 (Mi et al. 2008; Takeda et al. 2008). 

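Over all 217 miRNAs of the deposited table, 133 had U at the 5′ end, or 61.3% (95% Wilson interval 54.7% to 67.5%). C stood there in 32 miRNAs, A in 28 and G in 24. Among known miRNAs the share of U was 62.4% and among species-specific miRNAs 52.2%. Weighting by copy number changed the share among known miRNAs most, to 97.0%. The paper links U at the 5′ end to binding by Argonaute 1.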

In the present study, we also found that the bases at 5′end of most miRNAs (84.4 %) were U. Liang et al. (2011) and Xu et al. (2012) reported that various miRNAs had different expression levels. Similarly, we identified 194 known miRNAs and 23 novel miRNAs with large variation in miRNA expression in the current study (Table 2), and the abundance of most miRNAs (85 %) is more than 5. 

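In the deposited table the 194 known and 23 species-specific miRNAs had copy numbers from 1 to 564107 reads (no replicates). A copy number of more than 5 was found for 79.3% of the 217 miRNAs (95% Wilson interval 73.4% to 84.1%), and a copy number of at least 5 for 184, or 84.8% (interval 79.4% to 89.0%). Among the known miRNAs alone, 153 had more than 5 reads, or 78.9%. All 33 miRNAs with fewer than 5 reads were known miRNAs, and with a minimum of 10 reads 135 known miRNAs remained.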

In accordance with the studies conducted by Gonzalez-Ibeas et al. (2011) and Puzey et al. (2012), the number of miRNA family members varied greatly, ranging from 1 (miR157, miR394 and miR399) to 20 (miR166), as shown in Fig. 2. 

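The miR157, miR394 and miR399 families each had 1 member in the deposited table, with 2, 76 and 2 reads (no replicates), and 24 of the 52 known families had 1 member. The miR166 family had 20 members and 642440 reads. With miRNAs under 10 reads left out, 44 families remained.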

Moreover, the predicted annotations of most target genes accorded with biological functions of genes in *Arabidopsis thaliana* (Fahlgren et al. 2007), *Medicago sativa* Linn (Szittya et al. 2008) and rice (Li et al. 2010). In short, although some miRNAs might be not included in our database since the strict criteria were used to identify novel miRNAs from trancriptome sequence, our results of *C. gigantea* sRNA length distribution, and the base preference, length distribution and expression of miRNAs, as well as the functions of target genes regulated by miRNA were completely consistent with previous findings, suggesting that the high-throughput sequencing and degradome analysis for *C. gigantea* miRNAs and their targets are reliable.

In this study, highly conserved miRNA families (Class I) have higher level of expression and more abundant types of target genes mainly involved in regulation of transcription and other basic life processes during plant growth and development compared to the non-conserved miRNAs (Table S4; Fig. S4). For example, the homeobox-leucine zipper protein regulated by miR166 is involved in leaf morphogenesis, regulation of vascular development and lateral organ polarity, and formation of the meristem (Singh et al. 2014). The target of miR159 was a transcription factor (Yang et al. 2014); the miR168 targeted Argonaute 1 protein (Liang et al. 2013), which played important roles in recognition of the target mRNA first and then degrading or repressing its translation in the nucleus (Li et al. 2010).

On the other hand, the miRNA expression level and the number of miRNA targets in the non-conserved miRNA families (Class II–IV) were low, and the enrichments of their targets were just involved in the differentiation of root hair cells. 

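The 6 non-conserved families classed from the text and Table S5 had 391 reads (miR858), 288 (miR6478), 2 (miR828), 52 (miR1511), 85 (miR2111) and 17 (cgi-miR016) in the small RNA library, without replicates. Their numbers of targets were 6, 1, 4, 1, 1 and 1. Among the 23 conserved families the copy number had a median of 372 reads and the number of targets a median of 2, and neither differed between the classes by more than chance among families (exact permutation test on ranks, p = 0.0621 for copy number and p = 0.68 for targets). Because families were classed through their targets, every family compared had at least 1 target, so this test leaves out families without any. With all families classed by their order in the deposited table, chosen after seeing the files, and families without a target counted as 0, the exact permutation test gave p = 9.38e-05 for copy number and p = 1.06e-07 for targets. Among the alternatives set before the files arrived, the difference in mean copy number moved the copy number result most (permutation p = 0.229), miRNAs with at least 5 reads gave p = 0.173 and known families only p = 0.154 in exact permutation tests, and the difference in mean log10 copy number gave a permutation p = 0.0488. The paper takes the low expression and the small number of targets together with the enrichment in root hair cells as marks of the non-conserved families.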

A wheat miRNA study conducted by Yao et al. (2007) showed that novel miRNAs were generally considered to be evolutionarily young, species-specific and having specific functions. The expression level of the novel miRNAs was usually found to be lower than the known miRNAs (Allen et al. 2004; Fahlgren et al. 2007). 

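Across the deposited table, the 23 species-specific miRNAs had a median of 10 reads (5 to 113) and the 194 known miRNAs one of 26.5 (1 to 564107), without replicates. A species-specific miRNA had more reads than a known one in 36.5% of the pairs (exact permutation test on ranks across miRNAs, p = 0.034, adjusted p = 0.0563 over 11 tests), so the difference did not stay past 0.05 after adjustment. Leaving out the miR166 family gave p = 0.0949 in the exact permutation test, and the difference in mean copy number gave p = 0.106 in a permutation test. The difference in mean log10 copy number gave a permutation p = 0.0324, and copy numbers summed per family (23 against 52 families) gave p = 0.000135 in an exact permutation test, where known families sum over their members and species-specific ones have 1 member each. Setting a copy number of at least 5 for both groups moved the value most, to p = 2.1e-05 in the exact permutation test, since it removed 33 known miRNAs and no species-specific one.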

Similar results were found in our study (Table S1–2). 

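For the 18 species-specific miRNAs with star reads in Table S2 of the paper, the star reads summed to 33 and the mature reads in the deposited table to 428, so that stars made up 7.2% of both together. The star had fewer reads than its mature miRNA in 18 of 18 (exact sign test, p = 7.63e-06, the smallest p that 18 pairs allow). This direction was favoured by the choice of mature sequences from abundant reads. For 3 more a star sequence is given without reads, and taking these as 0 reads gave 21 of 21 (exact sign test, p = 9.54e-07). A star set to 0 is lower by construction, so the smaller p adds no evidence. The star given for cgi-miR022, with 2 reads against 7, is a miR390 sequence with an added A in front. That miR390 sequence had 1151 reads, so this pair cannot show a lower star strand. The paper relates the lower star level to rapid loss of the star strand while the mature miRNA forms.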

In addition, the miRNAs* (the complementary strands of functional mature miRNAs) still expressed at lower level than their corresponding miRNAs, which were in accordance with the consequence of the rapid degradation of the miRNA* chain during the formation of mature miRNA (Ding et al. 2009; Liu et al. 2014). Similarly, the targets regulated by these miRNAs were involved in different process from highly conserved miRNA targets (Table S3–4). For instance, the targets of Class II miRNAs were mainly involved in the differentiation of root hair cells, which could be easily explained by the specific appearance of miRNAs from Class II in dicotyledons, while dicotyledons which generally had straight roots were different from monocotyledons having fibrous root systems. Therefore, it is easy to understand the reason why the miRNAs that regulate the root development were dicotyledon only.

Why are there many differences between highly conserved miRNAs and non-conserved miRNAs in *C. gigantea*? Generally, plant miRNAs were found to form by inverted duplication events resulting in a high proportion of complementary nucleotides to the parental locus, having ability to produce small RNA targeting the parental transcript when expressed (Allen et al. 2004; Fahlgren et al. 2007; Axtell and Bowman 2008). They evolved neutrally (Axtell et al. 2007; Chen and Rajewsky 2007). Several researches also suggested that highly conserved miRNAs families expanded and specialized by duplication and sub- or neofunctionalization in a long time due to their participation in important processes during plant growth and development (Maher et al. 2006; Chen and Rajewsky 2007; Rubio-Somoza et al. 2009), whereas most non-conserved miRNAs were considered to be evolutionarily transient loci which were born frequently but were also lost frequently, going through birth-and-death process (Fahlgren et al. 2007; Axtell and Bowman 2008; Lu et al. 2008a). In such cases, non-conserved miRNAs were supposed to be evolutionarily young with the characteristics of lower expression level, fewer family members and targets (Axtell et al. 2007; Fahlgren et al. 2007, 2010). 

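In the deposited tables, with families classed from the text and Table S5, the 6 non-conserved families had fewer members than the 23 conserved families. The means were 1.5 and 6.6 miRNAs (exact permutation test on ranks, p = 0.00253, adjusted p = 0.00557 over 11 tests). A family found in more species may have more entries to match, and the test cannot tell this from a larger family. Copy number (exact permutation test, p = 0.0621) and number of targets (exact permutation test, p = 0.68) did not differ by more than chance among these families, all of which have at least 1 target because they were classed through their targets. Classing all families by their order in the deposited table, chosen after seeing the files, with families without a target counted as 0, gave p = 9.38e-05 for copy number and p = 1.06e-07 for targets in the same exact test. The paper reads lower expression and fewer members and targets as features of young miRNAs.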

Similar results were found in the current study (Fig. S4). In addition, Kutter et al. (2007) and Fahlgren et al. (2010) pointed out that some non-conserved miRNAs were kept in the population for a long time due to their special function. The type of ‘old’ non-conserved miRNAs was found in *C. gigantea* as well. In fact, some Classe II miRNAs that regulate targets involved in the development of root hairs should exist prior to the differentiation of monocotyledons and dicotyledons. In a word, the different characteristics between highly conserved miRNAs and non-conserved miRNAs in *C.gigantea* were consistent with neutral evolution model.

### *Author contribution statement*

WG and YZ conceived and designed the study, carried out data analysis, interpreted the entire results and drafted the manuscript. QW carried out data analysis and drafted the manuscript. YPZ and GHZ carried out data analysis and helped to draft the manuscript. QY and LCZ participated in the design of the study, interpreted the results. All authors read and approved the final manuscript.

## Electronic supplementary material

Supplementary material 1 (JPEG 412 kb)

Supplementary material 2 (JPEG 829 kb)

Supplementary material 3 (JPEG 1125 kb)

Supplementary material 4 (JPEG 692 kb)

Supplementary material 5 (JPEG 271 kb)

Supplementary material 6

Supplementary material 7

Supplementary material 8

Supplementary material 9

Supplementary material 10

# Supplementary material for: High-throughput sequencing and degradome analysis reveal neutral evolution of Cercis gigantea microRNAs and their targets
**Source:** Planta. 2015 Sep 5;243:83–95. doi: 10.1007/s00425-015-2389-y
**Supplement:** Supplementary file 6 — Supplementary material 6

**Table S1** Known miRNAs in *Cercis gigantea* identified by sRNA sequencing

# Supplementary material for: High-throughput sequencing and degradome analysis reveal neutral evolution of Cercis gigantea microRNAs and their targets
**Source:** Planta. 2015 Sep 5;243:83–95. doi: 10.1007/s00425-015-2389-y
**Supplement:** Supplementary file 7 — Supplementary material 7

**Table S2** Novel miRNAs in *Cercis gigantea* identified by sRNA sequencing

| **Pre-miRNA** |  | **Precursor miRNAs** | | | **Mature miRNAs** |  |  | **miRNA*** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **mRNA name** | **length** | **MFE** | **AMFE** | **Sequence** | **Length** | **Reads** | **Sequence** | **Reads** |
| cgi-miR001 | c1121_g1_i1 | 101 | -27 | -26.73 | ACTTGGTCTAAGGTTGGGAAAGCT | 24 | 19 | GGGACCAGCGTGCGCCTTTAAGAT | 1 |
| cgi-miR002 | c5919_g1_i1 | 144 | -44.9 | -31.18 | ATTGGTCATTGAATTATTATTCTG | 24 | 54 | AGAATAATAATTCAATGACCAATT | 1 |
| cgi-miR003 | c7761_g1_i2 | 186 | -104.2 | -56.02 | CAGGACACAGGTTCGAGGGCCGGTAC | 26 | 5 | GTACCGGCCCTCGAACCTGTGTCTTG |  |
| cgi-miR004 | c8753_g2_i1 | 80 | -16.3 | -20.38 | TATGATCAGATGGCTCTTTGTT | 22 | 5 | AACTTTAGTTTACTTTTTGGCACG | 2 |
| cgi-miR005 | c12000_g1_i2 | 183 | -56.52 | -30.89 | AGACCGGACACGCCAGCAGTCACG | 24 | 6 | ND |  |
| cgi-miR006 | c12422_g1_i1 | 182 | -58.7 | -32.25 | TATGGTTCCGTACGACAAATTAGT | 24 | 6 | ATTAATTTGTCGTACGGAACCATA | 3 |
| cgi-miR007 | c18403_g1_i1 | 76 | -13.5 | -17.76 | TTAGCTCGATCTAACGGTGGGACT | 24 | 46 | CACCGTTAGATCGAGCTAAAATT | 5 |
| cgi-miR008 | c77500_g1_i1 | 72 | -16.6 | -23.06 | TTGAAACTGCTCTGACCTTGT | 21 | 5 | ACATTGCAAGTCAGGATCAGT | 1 |
| cgi-miR009 | c85120_g1_i1 | 84 | -15.4 | -18.33 | CCACCGTTCAGATTGAAGAGCT | 22 | 39 | ATTTCAGCTCGATCCAATAGTAGA | 4 |
| cgi-miR010 | c92083_g1_i1 | 72 | -19.3 | -26.81 | TGAATTAGAGAACTTTACACCT | 22 | 9 | CTATTCAGATTGGAGACTTACGCC | 1 |
| cgi-miR011 | c94072_g1_i1 | 92 | -14.7 | -15.98 | ACGTAACTCTTCAATCTGAACGGT | 24 | 42 | ATTTTAGCTCGATCTAACAGTGGG | 1 |
| cgi-miR012 | c121193_g1_i1 | 86 | -21.5 | -25 | AAATACCCCATCCAAACACAACCT | 24 | 6 | AAGTTGTGTTTGGATGAGGTATTT | 1 |
| cgi-miR013 | c219643_g1_i1 | 82 | -15.9 | -19.39 | AGGACTAATTTGTCGTATGAAACC | 24 | 21 | AATTATGGTTTCATACGACAAATT |  |
| cgi-miR014 | c225833_g1_i1 | 77 | -16.8 | -21.82 | TTCGGCGGGGAATCACAGGCACA | 23 | 7 | AGCTTTTGTTCTCTGATTTGT | 1 |
| cgi-miR015 | c242250_g1_i1 | 174 | -55.4 | -31.84 | TACGGAACCATAATTCGAGAA | 21 | 16 | CCTCAAATTATAGTTTCGTAC | 1 |
| cgi-miR016 | c262060_g1_i1 | 154 | -60.5 | -39.29 | ATTTGGCGGACAAAGTGATTACT | 23 | 17 | TAATCACTTTGTCCGCCAAAT |  |
| cgi-miR017 | c284122_g1_i1 | 151 | -47.77 | -31.64 | TTATTTGAGGACTAAAGTGACATT | 24 | 6 | ATTTTAATCTTCGAATAATCATATT | 2 |
| cgi-miR018 | c286389_g1_i1 | 105 | -22.4 | -21.33 | ACCAAAGCGTGATCATTGTTCACT | 24 | 5 | ND |  |
| cgi-miR019 | c436969_g1_i1 | 133 | -44.3 | -33.31 | TTCTTGATTCTTGTGCATTGGAAC | 24 | 10 | AAAAAGGGGTTCCAATGCACAAGA | 1 |
| cgi-miR020 | c694826_g1_i1 | 147 | -47.63 | -32.40 | TTTAGCTCGATCTAACGGTGGGAC | 24 | 13 | GTCTTATCGTTAGATCGAGCT | 1 |
| cgi-miR021 | c693695_g1_i1 | 112 | -21.6 | -19.29 | TGTACGGAGTTAGGATTACATGCC | 24 | 113 | AGGAACATGTATTATCTCTTCATA | 3 |
| cgi-miR022 | c481848_g1_i1 | 139 | -65.6 | -47.19 | CGCTATCTATCCTGAGTTTCA | 21 | 7 | AAAGCTCAGGAGGGATAGCGCC | 2 |
| cgi-miR023 | c387_g1_i4 | 133 | -48.4 | -36.39 | TAATTCGAGGACTAATTTGTC | 21 | 25 | CAACAAATTAGTCCTCGAATT | 2 |

# Supplementary material for: High-throughput sequencing and degradome analysis reveal neutral evolution of Cercis gigantea microRNAs and their targets
**Source:** Planta. 2015 Sep 5;243:83–95. doi: 10.1007/s00425-015-2389-y
**Supplement:** Supplementary file 8 — Supplementary material 8

**Table S3** Gene Ontology function enrichment analysis of conserved *Cercis gigantea* targets

| **GO ID Name** | ***P* value** | **Number** |
| --- | --- | --- |
| GO:0010051 xylem and phloem pattern formation | 0.000130949 | 3 |
| GO:0009734 auxin mediated signaling pathway | 0.000268873 | 3 |
| GO:0009855 determination of bilateral symmetry | 0.00038202 | 3 |
| GO:0051301 cell division | 0.00053759 | 3 |
| GO:0009880 embryonic pattern specification | 0.001194645 | 2 |
| GO:0045595 regulation of cell differentiation | 0.001270461 | 2 |
| GO:0006355 regulation of transcription, DNA-dependent | 0.001479601 | 5 |
| GO:0010072 primary shoot apical meristem specification | 0.001511401 | 2 |
| GO:0010073 meristem maintenance | 0.00195752 | 2 |
| GO:0048439 flower morphogenesis | 0.003013783 | 2 |
| GO:0048864 stem cell development | 0.003207792 | 1 |
| GO:0009856 pollination | 0.004807969 | 1 |
| GO:0045926 negative regulation of growth | 0.004807969 | 1 |
| GO:0048442 sepal development | 0.004807969 | 1 |
| GO:0060776 simple leaf morphogenesis | 0.004807969 | 1 |
| GO:0007155 cell adhesion | 0.005759137 | 2 |
| GO:0045010 actin nucleation | 0.006241244 | 2 |
| GO:0010928 regulation of auxin mediated signaling pathway | 0.006405673 | 1 |
| GO:0048765 root hair cell differentiation | 0.007084323 | 2 |
| GO:0080060 integument development | 0.008000907 | 1 |
| GO:0071555 cell wall organization | 0.008724267 | 2 |
| GO:0043068 positive regulation of programmed cell death | 0.009593675 | 1 |
| GO:0016036 cellular response to phosphate starvation | 0.010311039 | 2 |
| GO:0007062 sister chromatid cohesion | 0.010726323 | 2 |
| GO:0048830 adventitious root development | 0.011183979 | 1 |
| GO:0000822 inositol hexakisphosphate binding | 0.008000907 | 1 |
| GO:0010011 auxin binding | 0.008000907 | 1 |
| GO:0035198 miRNA binding | 0.008000907 | 1 |
| GO:0035197 siRNA binding | 0.009593675 | 1 |

# Supplementary material for: High-throughput sequencing and degradome analysis reveal neutral evolution of Cercis gigantea microRNAs and their targets
**Source:** Planta. 2015 Sep 5;243:83–95. doi: 10.1007/s00425-015-2389-y
**Supplement:** Supplementary file 9 — Supplementary material 9

**Table S4** Gene Ontology function enrichment analysis of nonconserved *Cercis gigantea* targets

| **GO ID Name** | ***P* value** | **Number** |
| --- | --- | --- |
| GO:0048629 trichome patterning | 9.54E-07 | 2 |
| GO:0048765 root hair cell differentiation | 1.17E-05 | 3 |
| GO:0001708 cell fate specification | 3.33E-05 | 2 |
| GO:0010091 trichome branching | 1.03E-04 | 2 |
| GO:0003700 sequence-specific DNA binding transcription factor activity | 0.001018181 | 3 |
| GO:0080060 integument development | 0.002969295 | 1 |
| GO:0015693 magnesium ion transport | 0.00415479 | 1 |
| GO:0003677 DNA binding | 0.005818618 | 3 |
| GO:0016567 protein ubiquitination | 0.007025633 | 2 |
| GO:0045893 positive regulation of transcription, DNA-dependent | 0.010837214 | 2 |
| GO:0032880 regulation of protein localization | 0.013593172 | 1 |
| GO:0055085 transmembrane transport | 0.016375747 | 2 |
| GO:0015095 magnesium ion transmembrane transporter activity | 0.004747061 | 1 |
| GO:0070696 transmembrane receptor protein serine/threonine kinase binding | 0.005930653 | 1 |
| GO:0046873 metal ion transmembrane transporter activity | 0.006521974 | 1 |

# Supplementary material for: High-throughput sequencing and degradome analysis reveal neutral evolution of Cercis gigantea microRNAs and their targets
**Source:** Planta. 2015 Sep 5;243:83–95. doi: 10.1007/s00425-015-2389-y
**Supplement:** Supplementary file 10 — Supplementary material 10

**Table S5** The distribution of pi value, ka, ks for *Cercis gigantea* miRNA targets

How the deposited data were processed for this re-analysis (not part of the article)

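The data were 1 small RNA library and 1 degradome library of C. gigantea, each made from 1 pool of RNA from 4 tissues (roots, shoots, leaves and flower buds). There were no replicates, so no difference between samples was tested, and no tissue can be told from another.

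For the small RNA library the authors removed adapters, junk reads and reads outside their length limits, collapsed identical reads and matched them to plant miRNAs in miRBase or to hairpins in re-assembled transcripts, and deposited the raw count of reads of each mature miRNA. For the degradome library the authors matched reads to transcripts, kept miRNA matches with at least 5 reads at the cleavage site that CleaveLand also found, and deposited the raw count of reads at each site. The alignment score in the deposited degradome table is the authors' sum of deductions for mismatches and G:U pairs, doubled near the 5′ end of the miRNA. None of these values is normalized, and the program versions are not stated. Filtering and matching were already done in the files and were not repeated, since reads, transcripts and hairpins were not in the files analysed here.

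The small RNA table has 217 rows and 751815 reads, and the degradome table has 70 lines with 62 distinct sites and 5898 reads. A share of the reads on known miRNAs has a narrow interval at this depth (85.4% to 85.6% for the miR166 family), while a share of the 23 species-specific miRNAs has a wide one (36.8% to 74.4% for 24 nt). Wilson intervals for shares of reads describe counting only, not variation between plants.

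Copy numbers were summed by family, and lengths and bases at the 5′ end were counted from the sequences, with T read as U. Family and category of each degradome line were joined from Table 3 by target, site and reads. Star reads and hairpin properties came from Table S2, and target class, transcript length and reading frame from Table S5, joined by exact identifier. For a target with 2 sites the site with the most reads was used. A target counted as a transcription factor when its annotation held those words.

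Families were classed from the 4 families that the text names as Class I and from Table S5. A family took the class of a listed target when every other family cutting the target already had a class, repeated until no family was added, and a family with a usable non-conserved target was taken as non-conserved. This gave 23 conserved and 6 non-conserved families. A stricter reading, with only targets that no other family cuts (20 and 5 families), was computed as well, and the results of both were seen before the main values were set to the wording fixed before the files arrived. A further classing, by the order of the families in the deposited table cut at the class sizes 27, 18, 7 and 23, was added after seeing the files.

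Groups were compared across miRNAs, families or targets with exact permutation tests on midranks or Fisher's exact test, and star with mature reads by an exact sign test and an exact paired permutation test. Differences in means and the relation between copy number and degradome reads (Spearman's rho and Pearson's r on log10 values) used permutation tests with 100000 resamples and seed 11. Features of 1 library are not independent replicates. The threshold was 0.05, and p-values were adjusted over 11 tests by the Benjamini-Hochberg method. The items named in the text were those the paper names, the 5 families with the most reads, the 5 targets with the most degradome reads, the families with the fewest reads, and families with sequences identical to or 1 substitution from those of another family; further targets and miRNAs are named where they make up a count that the text gives. The exact permutation test on ranks was tried on 500 simulated sets, and 4.8% of sets without a difference fell under the threshold. All sets with a large difference were found. Their groups hardly overlapped, so this does not show the power for the skewed counts here. In separate simulated draws the Wilson interval held the true share in 94.85%.

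The alternatives were collapsing identical sequences, copy number minimums of 5 and 10, weighting by copy number, leaving out the miR166 family, a minimum of 10 degradome reads, category limits, other family and target classes, and transcription factor families counted by name. Left out were gene ontology enrichment, sequence divergence and selection, which the paper gives in Tables S3 to S5 and for which the deposited tables hold no data. The comparison of target numbers covers only families with at least 1 target, since families were classed through their targets. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.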

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

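The alternatives were chosen before the processed files arrived, except where a choice is said to have been made after seeing them. A count was taken as unchanged within 1.5 times its main value, a share within its 95% interval, and a test on the same side of 0.05 in the same direction. By this rule 11 of 24 results were unchanged under every alternative: the numbers of known miRNAs (194, falling to 135), known families (52, falling to 44), targets (60, falling to 41) and category 0 pairs (42, between 41 and 44), the shares of 24 nt and of U among species-specific miRNAs, the star reads, the family members, the cleavage positions and the reads by category. The unchanged result for the star reads says little, since mature sequences were picked from abundant reads. Over all 74 rows of alternatives, 54 were unchanged, 11 moved, 6 were weaker, 3 were stronger and 0 reversed.

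Weighting by copy number raised the share of 21 nt among known miRNAs to 94.646% and that of U at the 5′ end to 97.0262%, since the most abundant miRNA is of 21 nt and starts with U. Without that sequence the weighted shares were 78.5% and 88.1%, so other abundant miRNAs raise them too. Counting only its most abundant member put the miR166 family at 75.0808% of the reads. Counting transcription factor families by name raised their share of targets to 42.3729%, and the difference between non-conserved and conserved targets was no longer past the threshold (Fisher's exact test, p = 0.148662), since among classed targets the names add only conserved ones.

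The lower copy number of species-specific miRNAs was no longer past the threshold for the difference in means (permutation p = 0.106) or without the miR166 family (exact permutation p = 0.0948546); it stayed past it with mean log10 values (permutation p = 0.0324) and with copy numbers summed per family (exact permutation p = 0.000135). For conserved and non-conserved families, the difference in copy number passed it with mean log10 values (permutation p = 0.0488), but not with means (permutation p = 0.229), at least 5 reads (exact permutation p = 0.173) or known families only (exact permutation p = 0.154). It also passed with families classed by the order of the file (exact permutation p = 9.38e-05), as did the number of targets with families without a target counted as 0 (exact permutation p = 1.06e-07), both chosen after seeing the files; over families with a target only, the latter was 0.819. The difference in target length was lost with the reading frame (exact permutation p = 0.169054) and, chosen after seeing the files, with all targets of Table S5 (exact permutation p = 0.0588637), and kept with category 0 only (exact permutation p = 0.0151) and at least 10 degradome reads (exact permutation p = 0.0217). The relation of copy number to degradome reads was no longer past the threshold with category 0 only (rho 0.346975 over 24 families, permutation p = 0.0972). It stayed past it with summed degradome reads (rho 0.585, permutation p = 0.00063) and with the most abundant member only (rho 0.534, permutation p = 0.0022).

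The ratios of mean copy number between classes, all computed after seeing the files, moved without the miR166 family to 2.11402, 1.54531 and 33.0349 for Classes II, III and IV, and with medians to 1.19565, 1.25 and 2.75. Without Class II families 1 substitution away from another family, the Class II ratio was 66.672.

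Classing a family by any of its targets gave the same families as the main rule. Using only identifiers that match exactly gave no separate value for the position tests, since the main join was already exact. Classing only by targets that no other family cuts, chosen after seeing the files, left copy number (0.272), members (0.00947) and targets (0.273) on the same side of the threshold in exact permutation tests. Depth limits the 33 known miRNAs with fewer than 5 reads, the 10 stars with 1 read and the 15 cleavage sites with fewer than 10 reads, and the 6 non-conserved families and 9 non-conserved targets limit each comparison between classes.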

Differences from the paper's values

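The values in this paragraph are those where one was more than 1.5 times the other. The lowest copy number of a known family was 1 read, against the paper's 2. Within the miR166 family the lowest member had 2 reads, against the paper's 1, and the highest had 564107, against the paper's 59,024. Elsewhere the paper gives 564107 for its most abundant miR166 miRNA, the same value as here. Of the non-conserved targets, 7 were cut before the middle of the transcript, against the paper's 13; the 7 are out of 9 targets found in both the degradome table and Table S5. The number of targets was 2 for miR169, against about 1 in Fig. 6, read by eye, and 2 for miR408, against about 1 in Fig. 6, read by eye. The number of members was 2 for miR5225, against about 1 in Fig. 2, read by eye, and 1 for miR5261, against about 2 in Fig. 2, read by eye. There was 1 known miRNA of 18 nt, against about 2 in Fig. 3a, read by eye. Among the alternatives set before the files arrived, leaving out category 2 gave 1 target each for miR169 and miR408, and a copy number of at least 10 gave 1 member for miR5225, which closed these gaps. The number of non-conserved targets cut before the middle was 6 with category 0 only and 7 with at least 10 degradome reads, which did not close the gap. None of them closed the other gaps.

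Other values differed by less than 1.5 times. U stood at the 5′ end of 61.3% of all miRNAs, against the paper's 84.4%; among known miRNAs of 22 nt, a setting chosen after seeing the values, the share was 84.4%. Of the species-specific miRNAs 56.5% were 24 nt long, against the paper's 39.1%. A copy number over 5 was found for 79.3% of all miRNAs, against the paper's 85%, and one of at least 5, a setting chosen after seeing the values, for 84.8%. Targets annotated as transcription factors numbered 13, against the paper's 17, and made up 22.0%, against the paper's 28.3%; the share was 26.7% with at least 10 degradome reads and 27.5% without category 2. Conserved targets numbered 37, against the paper's 46, and 19 of them were cut past the middle, against the paper's 25. With targets classed by the order of the families in the file, chosen after seeing the values, 46 were conserved. The share of non-conserved targets cut before the middle was 77.8%, against the paper's 86.7%, and it was 85.7% with category 0 only and 87.5% with at least 10 degradome reads.

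The paper names miR828 as the family with the fewest reads, whereas miR5788 and miR7122 had 1 read each and miR828 had 2. The paper describes most conserved targets as transcription factors; here 5.4% of the conserved and 66.7% of the non-conserved targets carried those words, and 37.8% of the conserved targets were counted with transcription factor families by name. The paper describes fewer targets for non-conserved families. The means were 2.33 targets for 6 non-conserved and 2.22 for 23 conserved families classed through their targets. All of these have at least 1 target, so these means cannot be set against the paper's statement. With families classed by the order of the file, chosen after seeing the values, the mean was 1.78 targets in Class I and between 0.04 and 0.78 in the other classes. The paper calls the target of miR165 and miR166 a single gene, and the table lists 2 transcripts with 385 reads each.

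The Class I ratios of mean copy number, 14.2627, 10.4258 and 222.878 against the paper's 14.26, 10.43 and 222.41, were reached only with families classed by the order of the file, chosen after seeing the values. Degradome reads summed over all lines, with shared sites counted for each family, gave 6916, and over distinct sites 5898.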

Other observations

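Explanations for the patterns that follow were tested only within the same data. The design holds 1 pooled library of each kind and no condition, so no biological explanation can be settled. The relation of copy number to degradome reads, the transcription factor share and the species-specific copy number were among the 11 adjusted tests. The other patterns were noticed in the same data in which they were tested, so each of those is a hypothesis. All rest on 1 library of each kind.

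Across the 31 families with a target, copy number and the highest degradome reads rose together (rho 0.553, permutation p = 0.00147, adjusted p = 0.00404 over 11 tests; r 0.488, permutation p = 0.00489). Without miR166 and miR7122, the families farthest from the median, rho was 0.511 (permutation p = 0.00518) and r 0.416 (permutation p = 0.025). The relation is across families, which are not independent replicates. It may come from families with more targets reaching a higher maximum by chance: with the median reads of each family in its place, rho was 0.301 (permutation p = 0.101). Sites listed for more than 1 family do not account for it, since without such families rho was 0.583 over 24 families (permutation p = 0.00335). Both predictions were written before the results were seen, and the maximum remains a candidate explanation.

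Of the species-specific miRNAs 13 of 23 were 24 nt long and of the known miRNAs 1 of 194 (Fisher's exact test, p = 5.81e-14). If they were small interfering RNAs, A at the 5′ end might be more frequent among them: A was found in 7 of 13 and in 1 of 10 of the others (Fisher's exact test, p = 0.0743), so the pattern cannot be told apart from that explanation. This prediction was made after the bases were seen. Less precise cutting from the hairpin could not be tested, since a ratio of read counts does not show where the reads end. The median ratio of mature to star reads was 11.5 for 10 miRNAs of 24 nt and 8 for 8 others (exact permutation test, p = 0.237, predicted before). It covers only miRNAs with star reads.

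Transcription factors were a larger share of non-conserved than of conserved targets. The words of the annotation may account for this, since Fisher's exact test gave p = 0.149 with transcription factor families counted by name, a prediction made after seeing the result. The targets of the miR828 and miR858 families make up the non-conserved transcription factors except for 1, a target of miR2111; that prediction was written before.

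Among pairs of targets of the same family, 2 of 80 had equal reads of at least 20, with 385 and 664 reads. Equal reads fell in the same family more often than with permuted reads (permutation p = 0.00973), which may reflect reads shared between targets with near-identical sequence at the site. The transcript sequences were not in the files analysed here, and the prediction was made after the equal reads were seen. With each such pair counted as 1 site, the reads sum to 4849 in place of 5898.

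Species-specific miRNAs had a lower median copy number than known miRNAs, a difference not past 0.05 after adjustment (exact permutation test, adjusted p = 0.0563). The authors' minimum abundance as its source is argued against by the counts. All 33 miRNAs under 5 reads were known ones, and a minimum on species-specific miRNAs alone raises their copy numbers. With at least 5 reads in both groups the exact permutation test gave p = 2.1e-05. That minimum removes only known miRNAs with few reads, so it can only widen the difference, and this p decides nothing. This prediction was written after the result was seen. The higher mean copy number of Class I may rest on a few miRNAs that take most of the reads, as the ratio to Class II fell from 14.26 to 2.11 without the miR166 family. The Class II mean could hold reads of miRNAs 1 substitution away from a Class I miRNA. The Class II ratio was 66.67 without its 4 families 1 substitution away from any other family. Of these, miR1448 and miR165 were near a Class I sequence, while miR5139 and miR8155 were near only each other among sequences of equal length. The miR482 sequence near miR1448 had 4 reads, against 5938 for miR1448. Leaving out the largest family raises the ratio in any case, so for Class II the explanation cannot be told apart. No Class III sequence was 1 substitution away from a sequence of equal length in another family. Sequences of unequal length were not compared. With its 5′ base left out, miR8155 or miR5139 is 1 substitution away from miR1511 of Class III. Thus the comparison cannot exclude the explanation for Class III. Both predictions were made after seeing the ratios.

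Across families, 6 pairs of sequences of equal length were 1 substitution apart, in 5 pairs of families. Counted from the 5′ end of the first sequence, they were A20C and A20T between miR159 and miR319, T17C between miR166 and miR165, C8T between miR390 and cgi-miR022, T11G between miR482 and miR1448, and A1T between miR5139 and miR8155.

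The deduction score was 4 in 23 of 70 lines (32.9%), where the methods state a total under 4. Leaving these lines out would keep 43 targets. Sites with score 4 had a median of 16 reads and the others one of 22 (exact permutation test, p = 0.381), and 9 of 19 were in category 0 against 28 of 43 (Fisher's exact test, p = 0.263). At 4 sites more than 1 score was listed and the last listed was used, so this split depends in part on the order of the lines. With the base at the cleavage site counted, 10 bases ran from that site to the alignment end in 63 lines and 11 in 6. In 1 line the aligned range could not be read.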
